# NANOG controls testicular germ cell tumour stemness through regulation of MIR9-2

**DOI:** 10.1186/s13287-024-03724-1

**Published:** 2024-05-01

**Authors:** Ryan P Cardenas, Ahmad Zyoud, Alan McIntyre, Ramiro Alberio, Nigel P Mongan, Cinzia Allegrucci

**Keywords:** Testicular germ cell tumours, NANOG, MIR-9, Differentiation, Pluripotency, Stemness

## Abstract

**Background:**

Testicular germ cell tumours (TGCTs) represent a clinical challenge; they are most prevalent in young individuals and are triggered by molecular mechanisms that are not fully understood. The origin of TGCTs can be traced back to primordial germ cells that fail to mature during embryonic development. These cells express high levels of pluripotency factors, including the transcription factor NANOG which is highly expressed in TGCTs. Gain or amplification of the NANOG locus is common in advanced tumours, suggesting a key role for this master regulator of pluripotency in TGCT stemness and malignancy.

**Methods:**

In this study, we analysed the expression of microRNAs (miRNAs) that are regulated by NANOG in TGCTs via integrated bioinformatic analyses of data from The Cancer Genome Atlas and NANOG chromatin immunoprecipitation in human embryonic stem cells. Through gain-of-function experiments, MIR9-2 was further investigated as a novel tumour suppressor regulated by NANOG. After transfection with MIR9-2 mimics, TGCT cells were analysed for cell proliferation, invasion, sensitivity to cisplatin, and gene expression signatures by RNA sequencing.

**Results:**

For the first time, we identified 86 miRNAs regulated by NANOG in TGCTs. Among these, 37 miRNAs were differentially expressed in NANOG-high tumours, and they clustered TGCTs according to their subtypes. Binding of NANOG within 2 kb upstream of the MIR9-2 locus was associated with a negative regulation. Low expression of MIR9-2 was associated with tumour progression and MIR9-2-5p was found to play a role in the control of tumour stemness. A gain of function of MIR9-2-5p was associated with reduced proliferation, invasion, and sensitivity to cisplatin in both embryonal carcinoma and seminoma tumours. MIR9-2-5p expression in TGCT cells significantly reduced the expression of genes regulating pluripotency and cell division, consistent with its functional effect on reducing cancer stemness.

**Conclusions:**

This study provides new molecular insights into the role of NANOG as a key determinant of pluripotency in TGCTs through the regulation of MIR9-2-5p, a novel epigenetic modulator of cancer stemness. Our data also highlight the potential negative feedback mediated by MIR9-2-5p on NANOG expression, which could be exploited as a therapeutic strategy for the treatment of TGCTs.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13287-024-03724-1.

## Background

Testicular germ cell tumours (TGCTs) are the most prevalent type of solid tumours in young individuals [1]. TGCTs are considered curable malignancies due to their sensitivity to cisplatin-based chemotherapy, however a significant proportion of patients with advanced and refractory disease fail to respond [2]. The quality of life of young patients is also significantly compromised by the long-lasting side effects of chemotherapy [3]; therefore the development of targeted treatments is needed.

TGCTs constitute a heterogeneous group of tumours whose complexity can be traced back to their developmental and cellular origin. Post-pubertal TGCTs derive from primordial germ cells (PGCs) or from gonocytes that are arrested in a stem-like state during maturation. This differentiation block leads to the formation of testicular germ cell neoplasia in situ (GCNIS), which progresses to overt intratubular seminomas (SEM) and invasive SEM. The origin of non-seminoma tumours is less defined, as they appear to derive from the reprogramming of GCNIS or SEM to undifferentiated pluripotent embryonic carcinomas (EC), which can then differentiate into teratomas (TERA), yolk sac tumours (YST) and choriocarcinomas (CH) [4].

However, the molecular mechanisms responsible for the block in differentiation found in TGCTs are still unclear. Gain or amplification of the short arm of chromosome 12 (12p) is one of the most common karyotype abnormalities found in invasive TGCTs [5, 6], and these alterations parallel the selective growth advantage and resistance to differentiation acquired by embryonic stem cells (ESCs) with gain of 12p [7]. These findings suggested that genes at this locus play a critical role in maintaining the undifferentiated state [8]; these genes include the pluripotency gene NANOG, which is expressed in malignant germ cell tumours and essential for maintaining the pluripotency of PGCs [9, 10]. NANOG expression is downregulated when germ cells mature to enter spermatogenesis [11], thus supporting the idea that the expression of master regulators of pluripotency in TGCTs locks PGCs and/or gonocytes in their undifferentiated state. In pluripotent ESCs, NANOG has been shown to regulate microRNAs (miRNAs), which are essential for the regulation of stem cell fate [12]. Indeed, miRNAs regulate stem cells by targeting both pluripotency factors that maintain self-renewal and transcription factors that drive stem cell differentiation [13]. In addition, deficiency in the miRNA biogenesis machinery in ESCs results in failure to extinguish pluripotency factors [14]; similarly, Dicer-knockout mouse germ cells exhibit poor differentiation [15].

In this study, we demonstrate that NANOG regulates a subset of miRNAs that are involved in TGCT pathogenesis. Among these miRNAs, MIR9-2 was identified as a novel tumour suppressor involved in the regulation of TGCT stemness.

## Methods

### Bioinformatics analyses

RNA sequencing data were retrieved from the TGCT Cancer Genome Atlas Project (TGCT-TCGA; dbGaP Study Accession phs000178, open access available from the Genomic Data Commons repository). The datasets were stratified based on patient clinical data (patients *n* = 156) and by gene expression. TGCT subtypes were classified based on dominant histological features (> 80%), with heterogeneous samples (< 80%) classified as mixed. Differential expression was determined using the Robina package of the edgeR statistics package [16]. NANOG normalized log2 median read counts of 12.288 were used as cut-off values for classifying tumours as NANOG high, medium and low, respectively. Differentially expressed genes with a mean log2 (normalized read counts) > 1 and an adjusted P-value < 0.05 (false discovery rate, FDR) were considered significant. Spearman correlation was performed in R to produce a correlation heatmap and a PCA plot. Unsupervised hierarchical clustering was performed using R (v4.2.2) with the hclust package using the Spearman correlation and the complete clustering method. In addition, pre-processed microarray data from the Gene Expression Omnibus (GEO) datasets GSE31824 and GSE18155 [17, 18] were used to analyse the differential expression of TGCT samples compared to that of normal testes. For GSE31824, fold changes were calculated by normalization of TGCT expression to that of the normal testis. For GSE18155, differential expression was measured by the provided ratio of TGCT signal to non-malignant testis tissue. The miRNAs from both the GSE18155 and GSE31824 cohorts were subsequently consolidated to give a unified list (Additional file 1: Table S1). The miRNA names were converted to miRBase version 20 using miRSystem [19] and miRNAs with a minimum 1.5-fold expression change were considered to be differentially expressed. IGV was used to visualize the ChIP-seq location and enrichment in the human genome [20]. ChIP-seq data for the transcription factors NANOG, OCT4 and SOX2 in human ESCs were retrieved from the GEO dataset GSE61475 [21]. For each transcription factor, the ChIP-seq BED files were intersected using Galaxy [22] to give a consolidated BED file for peaks present in all replicates. In addition, BED files from the UCSC browser [23], for sequences 10 kb, 5 kb, 2 kb and 1 kb upstream from all known miRNA sequences were also intersected. The software Venny [24] was used to identify overlapping miRNA candidates.

### RNA sequencing and miRNA target analysis

Total RNA (4 four biological replicates per sample) was extracted using a miRNeasy kit (Qiagen) and RNA sequencing (RNAseq) was performed by Novogene Co., Ltd (Cambridge, UK). RNA integrity and quantitation were assessed using the RNA Nano 6000 Assay Kit of the Bioanalyzer 2100 system (Agilent Technologies, CA, USA). A total of 1 µg of RNA per sample was used as input material for the RNA sample preparations. Sequencing libraries were generated using the NEBNext® UltraTM RNALibrary Prep Kit for Illumina® (NEB) following the manufacturer’s recommendations and index codes were added to attribute sequences to each sample. Clustering of the index-coded samples was performed on a cBot Cluster Generation System using a PE Cluster Kit cBot-HS (Illumina) and library preparations were sequenced on an Illumina 6000 S4 platform and paired-end reads (150 bp) were generated. The raw reads in FASTQ format were first processed using fastp to obtain clean reads by removing reads containing adapter and poly-N sequences and reads of low quality from the raw data. The Q20, Q30, and GC contents of the clean data were calculated and downstream analyses were based on high quality data (QC 93.39–98.06%; error rate = 0.03%). The reference genome (GRCh38/hg38) and gene model annotation files were downloaded from genome website browsers (NCBI/UCSC/Ensembl) directly. Paired-end clean reads were aligned to the reference genome using Spliced Transcripts Alignment to a Reference (STAR v2.5) software (mapping rate 95.9–97.5%). FeatureCounts was used to count the number of reads mapped to each gene and then the RPKM of each gene was then calculated via normalisation to the length of the gene [25]. The RNAseq data are available from the GEO database with accession number GSE232791. Differential expression analysis between two conditions/groups (four biological replicates per condition) was performed with the DESeq2 R package (v2_1.6.3). P values were adjusted using Benjamini and Hochberg’s approach for controlling the FDR. Genes with an FDR < 0.05 were considered to be differentially expressed. Gene Ontology (GO) and pathway analysis was performed with the software Webgestalt [26]. The software package miRWalk v2.0 [27] was used to predict miRNA targets. Several computational algorithms were used to simultaneously construct a list of predicted miRNA targets. The algorithms used were miRDB [28], RNA22-HAS [29], miRANDA [30], and TargetScan [31]. The software Venny [24] was used to create data overlaps.

### Cell culture

The cell lines NTERA-2 clone D1-NT2/D1 (CVCL-3407 [32]), Tera-1 (CVCL_2776 [33]), (a kind gift from Prof. Peter Andrews, University of Sheffield, UK) and HEK-293 cells (CVCL-0045, ECACC) were cultured in DMEM containing 10% foetal calf serum (FCS) and 1% L-glutamine. TCam-2 cells (CVCL-T012 [34], kind gift from Prof. Azim Surani, University of Cambridge) were cultured in RPMI medium supplemented with 10% FCS and 1% L-glutamine. The cell lines were mycoplasma tested using PlasmoTest™ (InvivoGen) and authenticated by genotyping according to the ANSI/ATCC standard ASN-0002 using the Applied Biosystems™ AmpFLSTR™ Identifiler™ Plus PCR Amplification Kit system (Eurofins Genomics). All cell culture materials were obtained from Invitrogen (ThermoFisher) and chemicals were obtained from Sigma Aldrich (Merk), unless otherwise specified.

### Transfections

To create NANOG knockdown cells, TCam-2 cells were transduced with NANOG shRNA or scrambled shRNA Tet-pLKO-puro viral plasmid (Addgene 21,915, Additional file 6: Fig. S1), selected with 0.5 µg/ml puromycin and treated with 1 µg/ml doxycycline. The shRNA primers are listed in Additional file 2: Table S2. For transient NANOG knockdown in NT2/D1 cells, the shRNA plasmid was delivered in 3 rounds of transfections (every 3 days) using the *Trans*IT-X2® delivery system (Mirus). For NANOG expression in HEK293 cells, the cells were transduced with the pSIN-EF2-NANOG viral plasmid (Addgene 16,578, Additional file 6: Fig. S1) and selected with 1.5 µg/ml puromycin. For promoter analysis, the plasmid pGL3 basic plasmid (Promega E1751) expressing the 464 bp genomic sequence fragment upstream of MIR9-2 and the Renilla plasmid (Promega E2231) were co-transfected into cells and luciferase activity was measured after 2 days. The NANOG binding site deletion (MIR9-2 Δ) corresponded to the MIR9-2 locus chr5:+88,666,888 − 88,667,345; Δ (29 bp) chr5:+88,66,7031-88,667,060. For gain-of-function experiments, NT2/D1 and TCam-2 cells were transfected with 25 nM MIR9-2 Mission® miRNA mimic and universal scrambled miRNA (HMI0946 for MIR9-2-5p, HMI0949 for MIR9-2-3p and HMC0002 for universal scrambled; Sigma Aldrich) using the *Trans*IT-X2® delivery system (Mirus). Cells were collected at 3 days post-transfection for RNAseq (4 biological replicates per sample).

### Proliferation, invasion and response to cisplatin treatment

Cell proliferation was assessed by MTT (3-(4,5-dimethylthiazol-2-yl)-2,5-diphenyltetrazolium bromide) assay. Briefly, cells were incubated with 5 µg/ml MTT for 3 h at 37 °C, and the converted formazan dye was solubilized with acidic isopropanol (0.04 M hydrochloric acid in absolute isopropanol). The absorbance was measured using a spectrophotometer at a wavelength of 570 nm with background subtraction at 650 nm.

For cisplatin treatment, cells were seeded at 3,000/well in a 96-well plate to first determine the half-maximal inhibitory concentration IC_50_ (50 µM and 1 µM for TCam-2 and NT2/D1, respectively). After this, sensitization to cisplatin was assessed 3 days after miRNA mimic transfection and after 72 h of treatment.

To analyse cell invasion, cells were first transfected with RNA mimics and then transferred at 3 days post-transfection onto a Falcon Cell Culture Insert with 8.0 μm Pore Transparent PET Membrane fitted into a Companion Plate. A total of 2.5 × 10^5^ cells were seeded onto an insert coated with 300 µg/ml Matrigel (Corning) in serum-free RPMI medium while the same medium supplemented with 10% FCS was placed at the bottom of the plate. Invasion was assessed after 24 h incubation by removing the cells from the top compartment of the insert, fixing the cells with 100% methanol and staining with 0.4% crystal violet in water containing 10% methanol. The cells were imaged using a Nikon Eclipse TE2000-S inverted microscope and images were acquired using Nikon NIS-Elements software.

### Real-time PCR (qRT-PCR)

RNA was extracted using the miRNeasy Mini Kit (Qiagen) and reverse transcribed with the miScript II RT kit (Qiagen). qRT-PCR was performed using the LuminoCt® SYBR® Green qPCR ReadyMix (Sigma Aldrich). Data were analysed using the ΔΔCT method via normalization to the endogenous control genes SNORD75 and ACTB for miRNA and mRNA gene expression, respectively. Endogenous control genes were selected after expression stability was measured across samples using the software BestKeeper [35]. Total RNA for normal testis was obtained from Clontech (catalogue n.636533). The primers used in the study are listed in Additional file 2: Table S2.

### Western blotting

For protein extraction, cells were incubated with RIPA buffer (Cell Signalling Technology) supplemented with protease inhibitor cocktails for 30 min on ice. The cells were then centrifuged at 12,000 x g for 10 min at 4 °C to collect the lysates. After quantification with a Qubit Protein Assay Kit, the proteins were separated using 12% SDS-PAGE (10 µg/lane) and blotted onto a PVDF membrane. The membranes were blocked with 5% skim milk and then incubated overnight at 4 °C with primary antibodies (NANOG: Preprotech 500-P236 0.1 µg/ml; ACTB (beta ACTIN): R&D P37215 0.01 µg/ml). HRP-conjugated secondary antibodies (NA934 and NA931, 1:10,000 dilution, Cytiva) were incubated for 1 h at room temperature and chemiluminescence was detected using the ECL Prime kit (Cytiva) with a LI-COR Odyssey XF imaging system.

### Statistical analyses

The data are presented as the mean ± standard deviation (SD) of biological replicates (at least 3 biological replicates in technical triplicates). One-way and Two-way ANOVA tests were used to analyse samples from more than two groups for comparison. A two-tailed unpaired Student’s t-test was used to analyse samples from two groups for comparison. Statistical analyses were performed using GraphPad Prism 9 software, with *P* < 0.05 indicating statistical significance.

## Results

### NANOG binds miRNAs in TGCTs

To identify miRNAs regulated by NANOG in TGCTs, the TGCT-TCGA dataset was analysed by classifying TGCT subtypes as seminomas (SEM), embryonic carcinomas (EC), teratomas (TERA), or yolk sac tumours (YST). TERA and YST demonstrated the highest variable expression, possibly due to their heterogenous nature. In addition, tumour samples were stratified according to NANOG expression according to tertiles (high (H), medium (M), low (L)). Most of the NANOG-H samples were SEM and EC, whereas TERA and YST mostly represented the NANOG-L samples (Fig. 1A). Unsupervised hierarchical clustering was subsequently performed to determine whether miRNA expression in TGCT tumours could stratify samples into clinical subtypes. Figure 1B shows that SEM and EC clustered together, followed by TERA and YST (left panel). Similarly, principal component analysis (PCA) of miRNA expression grouped the samples into clinical subtypes (Fig. 1B, right panel). The analysis of miRNA expression in tumour samples stratified according to NANOG expression demonstrated that most miRNAs were differentially expressed between NANOG H/L (401 miRNAs), followed by NANOG M/L (321 miRNAs) and by NANOG H/M (97 miRNAs) (Fig. 1C and Additional file 3: Table S3). A great degree of overlap was found between NANOG H/L and M/L (308 miRNAs shared?∼ 96%); therefore, only differentially expressed miRNAs in the NANOG H/L samples were further analysed. There were 115 miRNAs with high expression and 227 miRNAs with low expression in the NANOG-H tumours compared to the NANOG-L tumours (Fig. 1C). We next identified which of these miRNAs were bound by NANOG upstream of their primary transcript genomic location. To this end, we used ChIP-seq data of NANOG binding in pluripotent cells (human ESCs). A total of 86 miRNAs were bound by NANOG up to 10 kb upstream of the miRNA genomic location, with the highest number of binding sites occurring between 2 and 5 kb (Fig. 2A). Many of these miRNAs (48.84%) were also bound by the pluripotency genes OCT4 and SOX2 (Additional file 4: Table S4). Of the 86 miRNAs bound by NANOG, 37 miRNAs were found among the miRNAs differentially expressed in the NANOG H/L tumours; 15 of these miRNAs were highly expressed and 22 were expressed at low levels (Fig. 2B and D). In addition, these shared NANOG-bound/NANOG H/L miRNAs were found to cluster differently in the TCGT samples. Clustering demonstrated high correlation among miRNAs in EC, SEM, TERA and YST, suggesting that the expression of the cluster-specific miRNAs can stratify TGCT tumour samples according to subtype. EC and SEM tumours clustered together, with high expression of MIR512-1, MIR512-2, MIR515-1, MIR498, and MIR520e observed in EC, and MIR371, MIR372, MIR373, MIR182, MIR183, MIR96, MIR607, and MIR3191 in SEM. MicroRNAs expressed in EC and SEM had lower expression in TERA and YST. The remaining miRNAs were highly expressed in TERA and YSK (Fig. 2C).

**Fig. 1:**
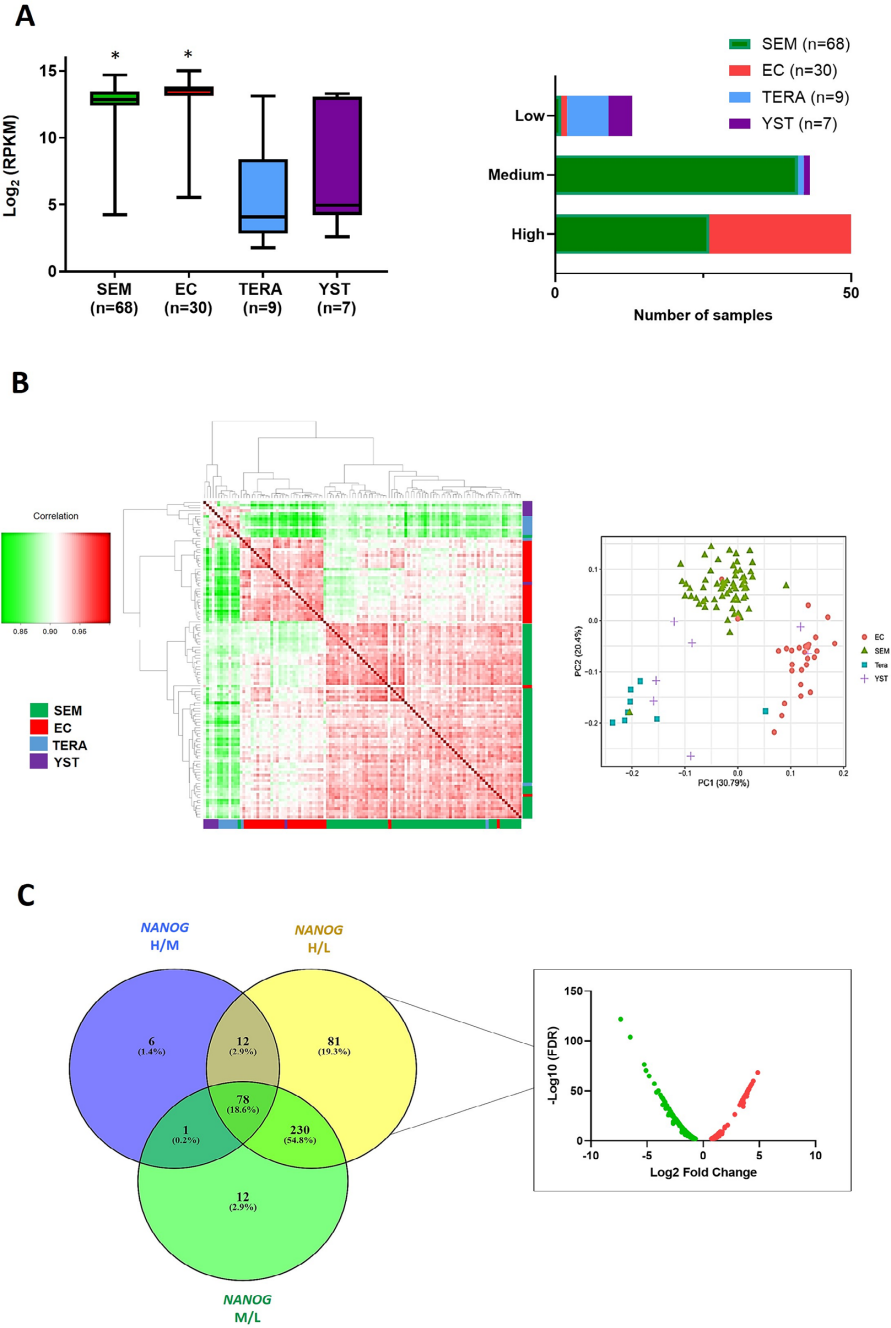
Analysis of NANOG and miRNA expression in TGCTs. (**A**) NANOG expression levels in TCGT subtypes (left) and the number of TCGT subtypes expressing high, medium and low NANOG expression (edgeR, *FDR < 0.05, SEM and EC compared to TERA or YST). (**B**) Spearman correlation heatmap of miRNA gene expression across all samples using unsupervised hierarchical clustering. SEM (green, *n* = 68), EC (red, *n* = 30), TERA (blue, *n* = 9), and YST (purple, *n* = 7) (left). Principal component analysis (PCA) of microRNA gene expression (right). (**C**) Overlap of miRNAs differentially expressed in NANOG H/M/L TGCTs and volcano plot of miRNAs differentially expressed in NANOG H/L (green indicates miRNAs expressed at low levels and red indicates miRNA expressed at high levels in NANOG H/L tumours)

**Fig. 2:**
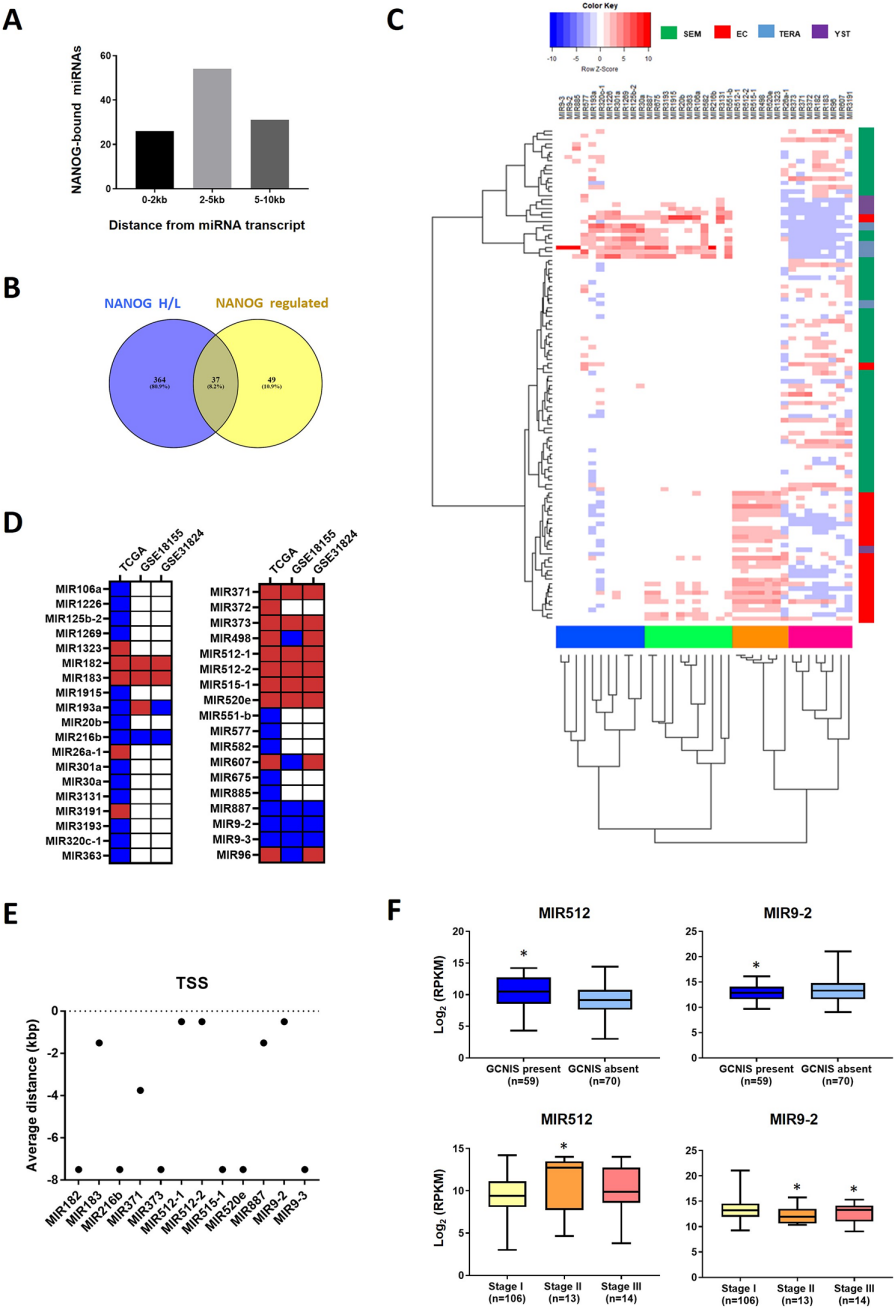
Identification of NANOG-regulated miRNAs and their association with TGCT clinical parameters. (**A**) Number of NANOG-regulated miRNAs with NANOG binding up to 10 kb from miRNA genomic locations. (**B**) Overlap of NANOG-regulated miRNAs and miRNAs differentially expressed in NANOG H/L tumours. (**C**) Unsupervised hierarchical clustering of NANOG-bound/NANOG H/L miRNAs in TGCT subtypes. The blue and green clustering nodes indicate miRNAs expressed in YST and TERA, respectively. The orange and pink clustering nodes indicate miRNAs expressed in EC and SEM, respectively. (**D**) Expression of NANOG-bound/NANOG H/L miRNAs in TGCTs (TCGA) and in microarray studies compared to normal testis (GSE18155, GSE31824). The blue colour indicates miRNAs expressed at low levels and the red colour indicates miRNAs expressed at high levels compared to normal testis. (**E**) Distance of NANOG binding to the genomic location of differentially expressed miRNAs. (**F**) Expression of MIR512 and MIR9-2 in tumours demonstrating the presence or absence of GCNIS (edgeR, *FDR < 0.05, compared to GCNIS absent) and Stage I, Stage II and Stage III disease (edgeR, *FDR < 0.05, compared to Stage I)

The expression of NANOG-bound/NANOG H/L miRNAs was also investigated in normal testis tissue using available microarray datasets in the absence of matched normal tissue expression in the TGCT dataset. Of the 37 identified miRNAs, 12 were confirmed to had the same trend of expression (either high or low expression) in TGCTs compared to normal testes. We identified MIR182, MIR183, MIR371, MIR373, MIR512-1, MIR512-2, MIR515-1, and MIR520e exhibiting high expression and MIR216b, MIR887, MIR9-2, and MIR9-3 exhibiting low expression in NANOG H/L tumours (Fig. 2D). These findings indicated possible positive and negative NANOG-driven transcriptional regulation of these miRNAs, respectively. We next analysed the genomic location of the differentially expressed miRNAs and their NANOG binding distance. These included intergenic miRNAs (MIR182, MIR183, MIR373, MIR512-1, MIR512-2, MIR515-1, MIR520e, MIR9-2, and MIR9-3) and intronic miRNAs (MIR371, MIR216b, and MIR887). As miRNA transcription start sites are predicted to be within − 2 kb for intergenic miRNAs and approximately − 4 kb for intronic miRNAs [36], we identified MIR183, MIR512-1, MIR512-2, MIR887, MIR9-2 and MIR371 as candidate miRNAs whose transcription is regulated by NANOG binding (Fig. 2E). However, only the first four identified miRNAs were further analysed given the well-known role of MIR371 in TGCTs [37].

### The expression of NANOG-regulated miRNAs is associated with TGCT clinical parameters

We next evaluated the expression of the selected miRNAs in association with TGCT clinical parameters, including the presence of GCNIS and disease stage. Among the analysed miRNAs, only MIR512 (MIR512-1 and MIR512-2 transcripts) and MIR9-2 were found to be expressed at higher and lower levels, respectively, in tumours with GCNIS. MIR512 expression was also greater in Stage II than in Stage I, whereas MIR9-2 expression was lower in Stages II and III (Fig. 2F). This indicated their clinical relevance due to an association with disease progression. No other candidate miRNAs showed significant association with clinical parameters (Additional file 7: Fig. S2). Although the highlighted differential expression of both MIR512 and MIR9-2 represents a novel finding, we next focused our attention on MIR9-*2* as a potential novel tumour suppressor in TGCTs given the similarity of the seed sequence of MIR512 with that of the pluripotency-associated MIR371-373 cluster [38].

### NANOG functionally regulates MIR9-2 in TGCTs

To confirm that NANOG binds to the MIR9-2 promoter, we expressed NANOG in HEK293 cells (Additional file 8: Fig. S3) and performed a luciferase assay. The data demonstrated negative regulation of the MIR9-2 promoter, which was lost after deletion of the NANOG binding site sequence, consistent with the bioinformatics analysis (Fig. 3A). We next investigated the function of MIR9-2 in TGCT cell lines and validated its expression using qRT-PCR. To this end, we used TCam-2 cells, derived from SEM tumours [34] and NT2/D1 and Tera-1 cells derived from EC tumours [32, 33]. The expression of the mature sequences MIR9-2-5p and MIR9-2-3p was low in all the cell lines, whereas the expression of NANOG was high, which was consistent with the TGCT RNASeq data (Fig. 3B). Stable knockdown of NANOG in TCam-2 cells (Additional file 8: Fig. S3) resulted in upregulation of both MIR9-2-5p and MIR9-2-3p, thus validating the functional regulation of MIR9-2 by the pluripotency transcription factor (Fig. 3C). However, stable knockdown of NANOG could not be achieved in NT2/D1 cells due to loss of cell viability, which was also affected when prolonged transient knockdown was attempted (Additional file 8: Fig. S3).

**Fig. 3:**
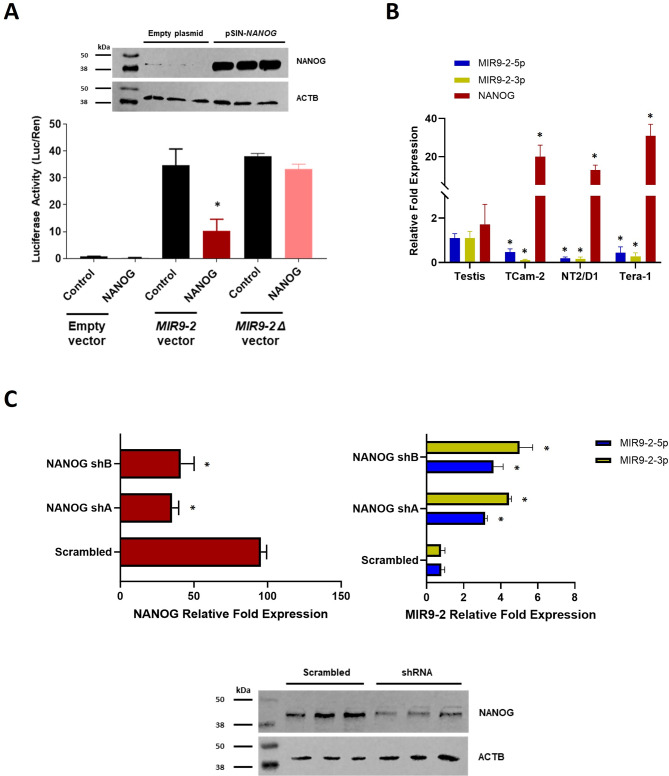
Functional regulation of MIR9-2 by NANOG. (**A**) Cropped western blotting showing exogenous expression of NANOG (pSIN-NANOG) in HEK293 cells compared to that in the empty vector (biological triplicates with expression of ACTB used as a loading control. Full-length blots are presented in Additional file 8: Fig. S3). NANOG expressing cells were subjected to a luciferase reporter assay using MIR9-2 reporter vectors (empty control, MIR9-2, and MIR9-2 Δ deletion, *n* = 3; *P < 0.05 compared to the control; Student’s t-test). (**B**) NANOG expression in TCGT cell lines and normal testes. TCam-2 cells are derived from SEM and NT2/D1, and Tera-1 cells are derived from EC (*n* = 5; *P < 0.05 compared to normal testis; Two-way ANOVA followed by Tukey’s multiple comparisons test). (**C**) qRT-PCR data showing downregulated expression of NANOG after stable knockdown (left) and concomitant upregulated expression of MIR9-2-5p and MIR9-2-3p (right) (*n* = 3); *P < 0.05 compared to the scrambled control; One-way ANOVA and Two-way ANOVA, respectively, followed by Tukey’s multiple comparisons test). Cropped western blotting showing the expression of NANOG in TCam-2 cells transduced with either scrambled or shRNA-NANOG (shA, biological triplicates with expression of ACTB used as a loading control. Full-length blots are presented in Additional file 8: Fig. S3)

### MIR9-2-5p expression reduces TGCT cell proliferation and invasion and sensitises cells to cisplatin

We next assessed the effect of MIR9-2 expression on cell proliferation, invasion, and sensitivity to chemotherapy, which are hallmarks of cancer stemness. The expression of MIR9-2-5p or MIR9-2-3p in NT2/D1 cells and TCam-2 (Additional file 9: Fig. S4) showed that only MIR9-2-5p affected cell proliferation, with a reduction in cell viability measured over 4 days of culture (Fig. 4A). The expression of MIR9-2-5p significantly reduced invasion of both cell lines, with only a modest reduction measured when MIR9-2-3p was expressed in TCam-2 cells (Fig. 4B). In addition, the sensitivity of cells of cisplatin was increased by ∼ 20% and 25% in the NT2/D1 cells and TCam-2, respectively, after expression of MIR9-2-5p (Fig. 4C). Therefore, these functional data demonstrate that the main effect of MIR9-2 is elicited by the transcript MIR9-2-5p, which regulates TGCT stemness features.

**Fig. 4:**
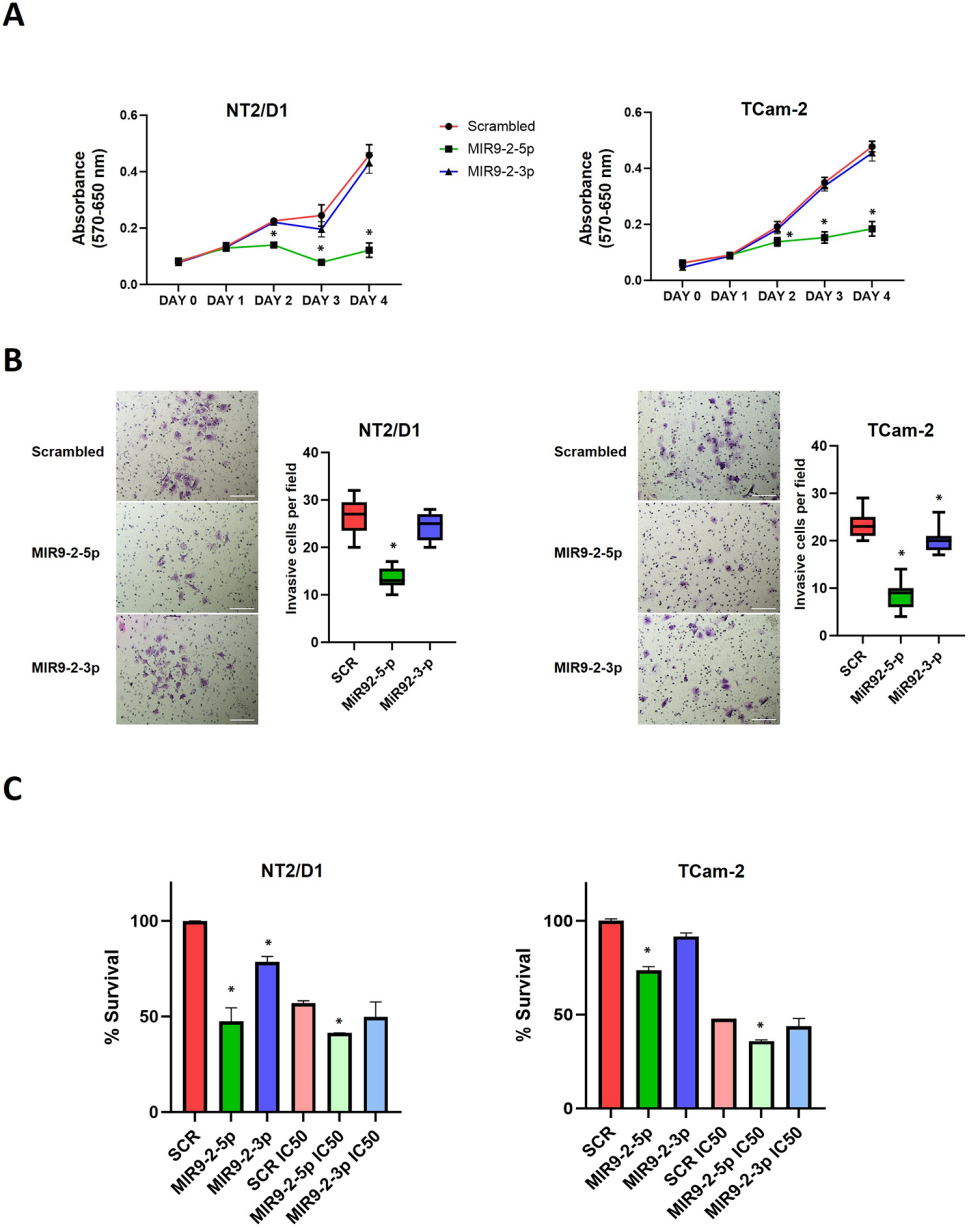
MIR9-2-mediated regulation of TGCT cell proliferation, invasion, and sensitivity to cisplatin. (**A**) Effect of ectopic expression of MIR9-2-5p and MIR9-2-3p induced by transfection of miRNA mimics or miRNA scrambled in NT2/D1 (left) and TCam-2 and cells (right), as measured by: (**A**) cell proliferation assay (*n* = 4; *P < 0.05 compared to scrambled, Two-way ANOVA followed by Tukey’s multiple comparisons test; (**B**) cell invasion assay (*n* = 3, 9–15 fields of view; *P < 0.05 compared to scrambled, One-way ANOVA followed by Tukey’s multiple comparisons test), scale = 500 μm; (**C**) sensitivity to cisplatin (*n* = 3; *P < 0.05 compared to scrambled, Two-way ANOVA followed by Tukey’s multiple comparisons test)

### Identification of MIR9-2-5p targets in TGCTs

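RNA was sequenced from NT2/D1 cells, an embryonal carcinoma (EC) line, and from TCam-2 cells, a seminoma (SEM) line, each transfected with 25 nM of a MIR9-2-5p mimic or of a scrambled control and collected after 3 days, with 4 biological replicates of each of the 4 groups. In NT2/D1 cells 5312 genes were higher and 5119 were lower with MIR9-2-5p among 17586 tested, and in TCam-2 cells 5673 were higher and 5504 were lower among 16847 tested, at an adjusted p under 0.05 from edgeR's quasi-likelihood test. The median size of these changes was 0.70 on the log2 scale in NT2/D1 and 0.69 in TCam-2, and against a fold change of 1.5 the counts of changed genes came to 3907 and 4178. With upper-quartile factors 4618 genes were higher and 5875 lower in NT2/D1. The genes with the largest rises in NT2/D1 included TRIM63, a muscle ubiquitin ligase, at 15 ± 1.16 CPM with MIR9-2-5p and 0.111 ± 0.182 CPM with the scrambled control (SD, n = 4). They also included NR2F2, an orphan nuclear receptor that overlaps the antisense NR2F2-AS1, at 71 ± 4.7 CPM with MIR9-2-5p and 1.78 ± 0.473 CPM with the scrambled control (SD, n = 4). The largest falls included DPPA3, a germ cell and pluripotency gene, at 0.915 ± 0.347 CPM with MIR9-2-5p and 8.14 ± 1.55 CPM with the scrambled control (SD, n = 4). In TCam-2 LAMP3, a lysosomal membrane gene, rose, with 90.5 ± 4.83 CPM with MIR9-2-5p and 2.09 ± 0.714 CPM with the scrambled control (SD, n = 4). The germ cell genes RNF17 and TDRD9 had log2 fold changes of -4.58 (SE 0.19, edgeR adjusted p = 1.79e-12) and -4.52 (SE 0.17, edgeR adjusted p = 4.81e-13). The authors deposited whole-number counts per gene from featureCounts after alignment with STAR to GRCh38, and the annotation release and strand setting are not given in the sources used here, so that reads of overlapping genes on opposite strands may not be told apart. The labels and the methods name different read trimmers and RNA kits. Total counts per library ranged from 18374393 to 22427162 (median 20570788) for MIR9-2-5p and 15833279 to 21390865 (median 18020800) for scrambled NT2/D1 cells, and from 14167738 to 19367272 (median 16740100) and 15801394 to 21488866 (median 18337200) for TCam-2. Each cell line was fitted alone with TMM library sizes and edgeR's filter on low counts. Gene lists fixed before the data were examined were tested with limma's camera at a preset correlation of 0.01, and most of their calls were lost when the correlation was estimated. These lists and this test are not the gene sets and tests behind the paper's pathway and GSEA results. The difference in response between the lines was tested as an interaction over all 16 libraries.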

RNAseq analysis of MIR9-2-5p expressing cells revealed a change in the expression signature of both EC and SEM. 

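Genes that fell in both lines numbered 1753, against 1510 expected for independent lists, and genes that rose in both numbered 1849, against 1535 expected, among 15173 genes tested in both (one-sided Fisher's exact test, odds ratio 1.40 and p = 6.24e-20, odds ratio 1.54 and p = 1.35e-31). Among the shared falls were PHC1, a Polycomb gene, with log2 fold changes of -1.49 in NT2/D1 and -1.51 in TCam-2, and CAMKV, with -2.19 and -1.84. Cytosolic ribosome genes, which encode the proteins of both subunits, fell in both lines, with 59 of 79 lower in NT2/D1 (median log2 fold change -0.30, camera adjusted p = 5.44e-07, and adjusted p = 0.415 with an estimated correlation). In TCam-2 58 of 79 were lower (median log2 fold change -0.39, camera adjusted p = 1.94e-07, and adjusted p = 0.399 with an estimated correlation). The median in NT2/D1 was -0.19 after a trend on transcript length was removed, and in TCam-2 it was -0.22 after a trend on 3' UTR length was removed, a correction chosen after the result was seen. Against a fold change of 1.5, 1 of the 79 was lower in NT2/D1 and 17 in TCam-2. Other genes moved apart: 1256 fell in NT2/D1 and rose in TCam-2, and 1425 did the opposite, both below the numbers expected by chance (1469 and 1578). Across these genes the log2 fold changes of the 2 lines had a Pearson correlation of 0.067 and a Spearman correlation of 0.086, where genes are not independent replicates. The response itself differed between the lines for 10414 of 19576 genes (edgeR interaction test, adjusted p under 0.05).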

Pathway analysis revealed the involvement of common processes regulated by MIR9-2-5p in the two TGCT subtypes (Additional file 9: Fig. S4). The pathways associated with genes whose expression was significantly downregulated in EC were related to cell cycle regulation, DNA replication and splicing. These pathways were also highly represented in SEM, confirming the negative effect on cell proliferation observed in functional assays. 

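In NT2/D1 cells genes of DNA replication fell together with MIR9-2-5p. Of 49 tested DNA replication genes 34 fell, 4 rose and 11 did not pass the test (35 fell and 5 rose when adjusted over the list alone). The helicase subunits MCM6 and MCM5, which unwind DNA at origins, had log2 fold changes of -1.03 (SE 0.07, edgeR adjusted p = 1.52e-09) and -0.95 (SE 0.08, edgeR adjusted p = 1.79e-08). Of 42 S phase genes 26 fell, 4 rose and 12 did not pass the test (26 fell and 4 rose when adjusted over the list alone), among them HELLS, a chromatin remodeller, at -1.37 (SE 0.09, edgeR adjusted p = 7.29e-10). Of 54 G2/M genes 26 fell, 8 rose and 20 did not pass the test (27 fell and 8 rose when adjusted over the list alone), with AURKB, a mitotic kinase, at -0.84 (SE 0.08, edgeR adjusted p = 5.66e-08). Of 118 spliceosome genes 53 fell, 11 rose and 54 did not pass the test (52 fell and 11 rose when adjusted over the list alone), with HNRNPA1 at -0.59 (SE 0.06, edgeR adjusted p = 1.87e-07). Of the cyclins and their regulators 22 of 53 fell and 9 rose, where CCNE1, the G1/S cyclin, had -0.98 (SE 0.09, edgeR adjusted p = 4.07e-08) and CDK6 rose with 1.46 (SE 0.09, edgeR adjusted p = 5.95e-10). All 11 genes that the paper shows for this line in Fig. 5A fell, a list chosen from these samples and so not independent evidence of direction. As a set DNA replication genes lay below other genes (median log2 fold change -0.37, camera adjusted p = 7.22e-06, and adjusted p = 0.0683 with an estimated correlation). So did S phase genes (median log2 fold change -0.36, camera adjusted p = 2.61e-04, and adjusted p = 0.267 with an estimated correlation). The G2/M list passed too (median log2 fold change -0.21, camera adjusted p = 0.0146, and adjusted p = 0.408 with an estimated correlation). The spliceosome list also passed (median log2 fold change -0.14, camera adjusted p = 0.00521, and adjusted p = 0.267 with an estimated correlation). The cyclin list did not pass (median log2 fold change -0.15, camera adjusted p = 0.0607, and adjusted p = 0.415 with an estimated correlation), but passed at adjusted p = 0.0381 without scrambled replicate 1. Against a fold change of 1.5 by edgeR, 4 of 49 DNA replication, 7 of 42 S phase, 1 of 54 G2/M, 0 of 118 spliceosome and 3 of 53 cyclin genes were lower.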

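In TCam-2 cells genes of mitosis fell together. Of 54 G2/M genes 46 fell, 2 rose and 6 did not pass the test (48 fell and 2 rose when adjusted over the list alone). The mitotic kinases AURKB and AURKA had log2 fold changes of -1.62 (SE 0.09, edgeR adjusted p = 6.72e-11) and -1.19 (SE 0.07, edgeR adjusted p = 7.08e-11), and CCNB1, the mitotic cyclin, had -1.13 (SE 0.06, edgeR adjusted p = 5.25e-11). Of 43 S phase genes 29 fell, 5 rose and 9 did not pass the test (29 fell and 5 rose when adjusted over the list alone), with MCM5 at -1.35 (SE 0.07, edgeR adjusted p = 1.67e-11) and GMNN, the inhibitor of origin licensing, at -1.37 (SE 0.08, edgeR adjusted p = 2.02e-10). Of 49 DNA replication genes 31 fell, 6 rose and 12 did not pass the test (33 fell and 6 rose when adjusted over the list alone). Cyclins and regulators fell in 34 of 53 cases, with CCND1 at -1.16 (SE 0.09, edgeR adjusted p = 2.47e-09). Of 118 spliceosome genes 82 fell, 11 rose and 25 did not pass the test (83 fell and 11 rose when adjusted over the list alone), where SNRPA fell with -1.42 (SE 0.07, edgeR adjusted p = 9.12e-12) and the cap-binding gene NCBP2 rose with 0.96 (SE 0.06, edgeR adjusted p = 2.84e-10). Of the 14 genes of Fig. 5A for this line 13 fell, again a list drawn from these samples. DDX5 had -0.09 (SE 0.06, edgeR adjusted p = 0.16) and passed only without MIR9-2-5p replicate 3 among the libraries left out (adjusted p = 0.0390). As a set G2/M genes lay below other genes (median log2 fold change -0.73, camera adjusted p = 2.08e-10, and adjusted p = 0.156 with an estimated correlation). S phase genes did so too (median log2 fold change -0.46, camera adjusted p = 7.82e-05, and adjusted p = 0.156 with an estimated correlation). The DNA replication list passed (median log2 fold change -0.35, camera adjusted p = 2.62e-04, and adjusted p = 0.153 with an estimated correlation). The cyclin list passed (median log2 fold change -0.42, camera adjusted p = 6.60e-05, and adjusted p = 0.153 with an estimated correlation). For the spliceosome the list also passed (median log2 fold change -0.37, camera adjusted p = 1.94e-07, and adjusted p = 0.156 with an estimated correlation). Against a fold change of 1.5 by edgeR, 27 of 54 G2/M, 8 of 43 S phase, 7 of 49 DNA replication, 18 of 53 cyclin and 28 of 118 spliceosome genes were lower.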

Additional pathways downregulated in SEM included those related to DNA repair and cell metabolism (Fig. 5A). 

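Glycolysis, oxidative phosphorylation and base excision repair genes were lower in TCam-2 cells with MIR9-2-5p. Of 20 glycolysis genes 15 fell, 2 rose and 3 did not pass the test (15 fell and 2 rose when adjusted over the list alone). They include LDHA, which makes lactate, at -2.12 (SE 0.08, edgeR adjusted p = 3.84e-13), and PKM at -1.34 (SE 0.06, edgeR adjusted p = 3.39e-12). The glucose transporter SLC2A3 rose with 0.98 (SE 0.06, edgeR adjusted p = 6.92e-11). Of 81 oxidative phosphorylation genes 53 fell, 7 rose and 21 did not pass the test (54 fell and 8 rose when adjusted over the list alone). Examples are the ATP synthase subunit ATP5MC3 at -1.16 (SE 0.08, edgeR adjusted p = 6.04e-10) and COX5A at -1.14 (SE 0.07, edgeR adjusted p = 1.94e-10). The share of counts from the mitochondrial genome was 1.97% ± 0.15 with MIR9-2-5p and 3.77% ± 0.18 with the scrambled control (SD, n = 4). Of 33 base excision repair genes 25 fell, 4 rose and 4 did not pass the test (25 fell and 4 rose when adjusted over the list alone). Among them were the glycosylase NTHL1 at -1.92 (SE 0.15, edgeR adjusted p = 7.57e-09) and the endonuclease APEX1 at -1.05 (SE 0.08, edgeR adjusted p = 3.69e-09). Of homologous recombination genes 13 of 34 rose and 7 fell, and the list did not pass (median log2 fold change 0.04, camera adjusted p = 0.561, and adjusted p = 0.774 with an estimated correlation), with BRCA1 at 0.95 (SE 0.08, edgeR adjusted p = 7.24e-09). Of 19 nucleotide excision repair genes 9 rose and 4 fell, and this list did not pass either (median log2 fold change 0.04, camera adjusted p = 0.622, and adjusted p = 0.656 with an estimated correlation). As a set glycolysis genes lay below other genes (median log2 fold change -0.59, camera adjusted p = 1.06e-04, and adjusted p = 0.156 with an estimated correlation). Oxidative phosphorylation genes did so too (median log2 fold change -0.42, camera adjusted p = 1.17e-05, and adjusted p = 0.326 with an estimated correlation). The base excision repair list also passed (median log2 fold change -0.43, camera adjusted p = 2.08e-04, and adjusted p = 0.156 with an estimated correlation). Purine synthesis genes fell in 12 of 20 cases (median log2 fold change -0.25, camera adjusted p = 0.0177, and adjusted p = 0.231 with an estimated correlation). After a trend on 3' UTR length was removed, a correction chosen after the result was seen, the medians were -0.37 for glycolysis, -0.24 for oxidative phosphorylation, -0.27 for base excision repair and -0.14 for purine synthesis. Against a fold change of 1.5, 7 of 20 glycolysis, 18 of 81 oxidative phosphorylation, 8 of 33 base excision repair and 3 of 20 purine synthesis genes were lower.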

Gene set enrichment analysis (GSEA) analysis also confirmed the negative enrichment of cell proliferation signatures in both EC and SEM data (Additional file 10: Fig. S5). 

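S phase, G2/M and DNA replication genes lay below other genes in both lines by camera at the preset correlation, and none of these calls held with an estimated correlation. The G2/M kinase AURKB differed between NT2/D1 and TCam-2 by a log2 fold change of 0.79 (SE 0.12, edgeR adjusted p = 3.59e-06), a positive difference meaning that the gene fell more in TCam-2. For CCNE1 the difference was 0.39 (SE 0.11, edgeR adjusted p = 0.00472), and for the helicase subunit MCM6 it ran the other way, at -0.44 (SE 0.09, edgeR adjusted p = 2.12e-04). Of 54 G2/M genes 39 had a log2 fold change higher in NT2/D1 than in TCam-2 and 3 had a lower one (median difference 0.63, camera adjusted p = 1.74e-06, and adjusted p = 0.157 with an estimated correlation). The list fell further in TCam-2, with a median of -0.73 against -0.21 in NT2/D1. S phase genes did not pass the test of a difference (median log2 fold change 0.02, camera adjusted p = 0.824, and adjusted p = 0.922 with an estimated correlation). DNA replication genes did not pass it either, with a median and a test of opposite sign (median log2 fold change 0.03, camera adjusted p = 0.846, and adjusted p = 0.922 with an estimated correlation). Of 118 spliceosome genes 55 had a log2 fold change higher in NT2/D1 than in TCam-2 and 12 had a lower one (median difference 0.22, camera adjusted p = 0.00332, and adjusted p = 0.41 with an estimated correlation). This list too fell further in TCam-2, with a median of -0.37 against -0.14 in NT2/D1. The tests of lists on the difference between lines were chosen after seeing the data.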

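Core pluripotency genes fell in NT2/D1 cells. Of 52 pluripotency genes tested in NT2/D1 47 fell, 3 rose and 2 did not pass the test (48 fell and 3 rose when adjusted over the list alone). As a set they lay below other genes (median log2 fold change -1.46, camera adjusted p = 4.40e-17, and adjusted p = 0.00181 with an estimated correlation), and 44 of the 52 were lower against a fold change of 1.5. Markers of other cell types moved too: 8 of 10 extraembryonic markers rose (median log2 fold change 1.29, camera adjusted p = 0.00521, and adjusted p = 0.165 with an estimated correlation). Of matrix and mesenchymal genes 44 of 57 rose (median log2 fold change 1.04, camera adjusted p = 5.29e-09, and adjusted p = 0.0683 with an estimated correlation). Of fibroblast and feeder cell markers 6 of 9 rose and 3 fell (median log2 fold change 1.01, camera adjusted p = 0.112, and adjusted p = 0.408 with an estimated correlation). Of 8 markers of embryonal carcinoma, listed to check for mixed cells, 7 fell (median log2 fold change -1.39, camera adjusted p = 6.19e-05, and adjusted p = 0.0351 with an estimated correlation). NANOG, which lies on chromosome 12 from 7787794 to 7799146 of GRCh38, had 66.3 ± 4.99 CPM with MIR9-2-5p and 253 ± 12.9 CPM with the scrambled control (SD, n = 4), a log2 fold change of -1.94 (SE 0.07, edgeR adjusted p = 1.43e-12). POU5F1 on chromosome 6 from 31164337 to 31180731 had -1.87 (SE 0.07, edgeR adjusted p = 2.01e-12), with reads that its pseudogenes may share. SOX2 had -1.02 (SE 0.09, edgeR adjusted p = 4.72e-08) and overlaps SOX2-OT. DPPA4 had -1.58, KLF4 -1.095, LIN28A -2.09, LIN28B -1.22, ESRRB -1.43, TERT -1.63 and DNMT3B, a de novo DNA methyltransferase, -2.03, each past the threshold. All 17 genes of Fig. 5B for NT2/D1 fell, a list the study chose on these samples. In the test of the difference between the lines the pluripotency list passed (median log2 fold change -1.36, camera adjusted p = 8.06e-13, and adjusted p = 4.66e-05 with an estimated correlation). NANOG differed by -2.605 (SE 0.10, edgeR adjusted p = 2.39e-16) and POU5F1 by -1.59996 (SE 0.11, edgeR adjusted p = 3.24e-12), whereas SOX2 (-0.09 (SE 0.28, edgeR adjusted p = 0.822)) did not pass. SOX2 had few counts in TCam-2, so that a difference may have been missed. Germ cell and seminoma markers such as EPCAM (-1.96 (SE 0.07, edgeR adjusted p = 7.04e-13)) fell in 21 of 33 cases in NT2/D1 (median log2 fold change -0.63, camera adjusted p = 2.48e-04, and adjusted p = 0.0351 with an estimated correlation).

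**Figure D1:**
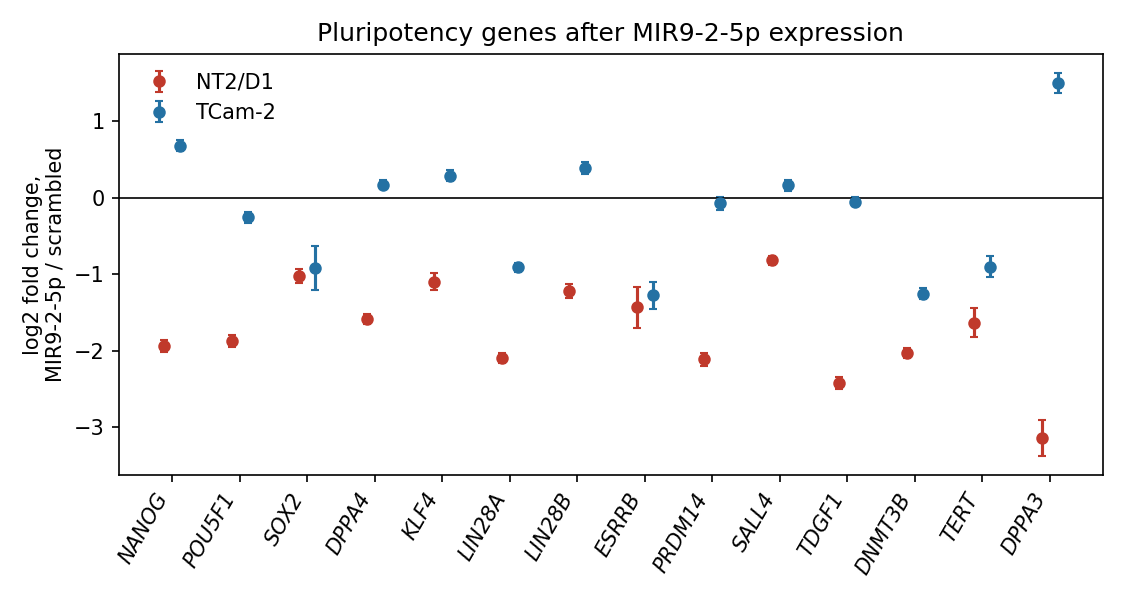
Log2 fold changes of a selection of 14 pluripotency genes, MIR9-2-5p against scrambled control, in NT2/D1 (red) and TCam-2 (blue) cells, with n = 4 replicates per group; points are edgeR estimates and bars are 1 standard error. All 14 NT2/D1 points lie below 0, although 3 of the 52 tested pluripotency genes rose; in TCam-2 NANOG (0.69), DPPA4 (0.17), KLF4 (0.29), LIN28B (0.397), SALL4 (0.16) and DPPA3 (1.504) lie above it.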

The downregulation of pluripotency gene signatures was more evident in EC, with the expression of core pluripotency genes, including NANOG, POU5F1/OCT4, DPPA4, SOX2, KLF4, LIN28, ESRRB, DNMT3B, and TERT found to be significantly downregulated. On the other hand, the gene signatures negatively enriched exclusively in SEM were related to arachidonic acid metabolism and inflammatory responses (Fig. 5B).

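Genes of arachidonic acid metabolism fell in TCam-2 cells, among them PTGES, which makes prostaglandin E2, at 0.645 ± 0.167 CPM with MIR9-2-5p and 10.6 ± 1.52 CPM with the scrambled control (SD, n = 4). Its log2 fold change was -4.01 (SE 0.20, edgeR adjusted p = 1.58e-11), and GGT1 had -2.33 (SE 0.16, edgeR adjusted p = 5.74e-10) and the prostaglandin-degrading enzyme HPGD -1.56 (SE 0.07, edgeR adjusted p = 4.62e-12). Of 27 such genes 18 fell, 3 rose and 6 did not pass the test (18 fell and 3 rose when adjusted over the list alone) (median log2 fold change -0.49, camera adjusted p = 0.00437, and adjusted p = 0.153 with an estimated correlation). Among genes of the inflammatory response in TCam-2 40 of 87 fell and 24 rose, and the list did not pass (median log2 fold change -0.22, camera adjusted p = 0.16, and adjusted p = 0.156 with an estimated correlation). Among its genes were PLAUR at -2.33 (SE 0.21, edgeR adjusted p = 2.13e-08), TIMP1 at -1.93 (SE 0.07, edgeR adjusted p = 3.73e-13) and LAMP3, which rose with 5.42. In NT2/D1 the inflammatory list was higher, with 61 of 104 up (median log2 fold change 0.60, camera adjusted p = 1.65e-04, and adjusted p = 0.0683 with an estimated correlation), and PLAUR there had 2.33 (SE 0.10, edgeR adjusted p = 3.45e-12). The difference between the lines passed for the inflammatory list (median log2 fold change 1.04, camera adjusted p = 2.20e-05, and adjusted p = 0.0211 with an estimated correlation). It did not for arachidonic acid metabolism (median log2 fold change 0.54, camera adjusted p = 0.32, and adjusted p = 0.436 with an estimated correlation). Of that list 18 of 37 genes fell in NT2/D1 (median log2 fold change -0.38, camera adjusted p = 0.16, and adjusted p = 0.408 with an estimated correlation). All 9 tested genes of Fig. 5B for TCam-2 fell, a list drawn from these samples. PLA2G2A, CXCL8 and CCR7 had too few counts to be tested, with 3, 1 and 0 counts over the 4 MIR9-2-5p libraries and 47, 1 and 12 over the scrambled libraries. The arachidonic acid list also lost its call with a mean count of at least 100 (adjusted p = 0.133). Its median was -0.31 after a trend on transcript length was removed, -0.29 after one on GC content, and -0.26 after one on 3' UTR length, the last chosen after the result was seen.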

**Fig. 5:**
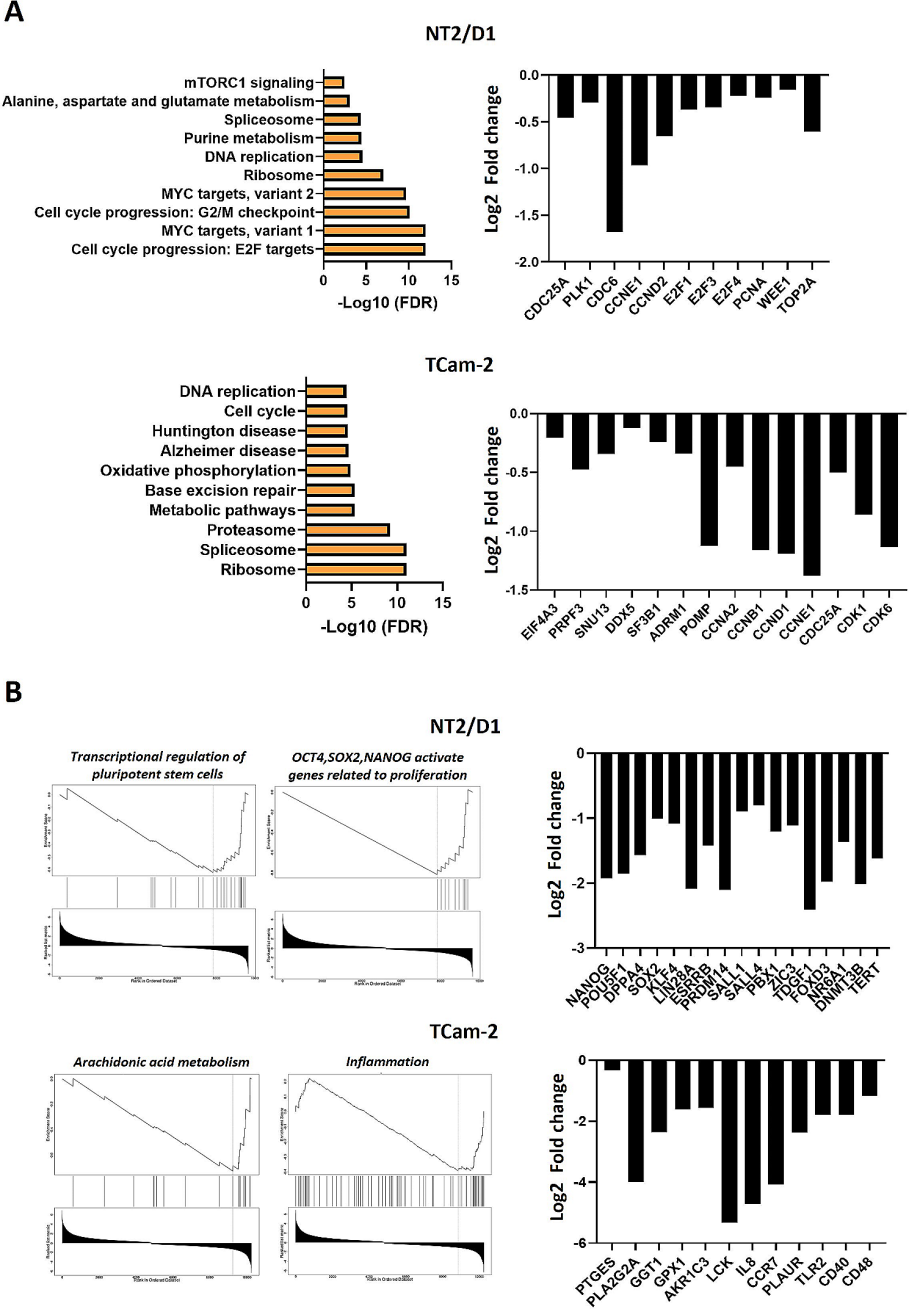
Pathways and gene expression signatures enriched in TGCT cells expressing *MIR9-2-5p* (FDR < 0.05). (**A**) Downregulated pathways (left) and expression of related genes (right, edgeR, *FDR < 0.05 compared to scrambled) (**B**) GSEA enriched signatures (left) and expression of related genes (right, edgeR, *FDR < 0.05 compared to scrambled)

To further validate the functional relationship between NANOG and MIR9-2 we next analysed the expression of predicted MIR9-2-5p targets (Additional file 5: Table S5) by overlapping genes found to be downregulated in cells re-expressing MIR9-2-5p. 

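Genes with an 8mer seed match to MIR9-2-5p did not pass the test against genes with no match in NT2/D1 and lay above them in TCam-2. In NT2/D1 the 742 genes with the 8mer ACCAAAGA in the longest annotated 3' UTR had a median log2 fold change of -0.07, against 0.02 for 7474 genes with no match (camera p = 0.136, and p = 0.482 with an estimated correlation). Of the 8mer genes 267 fell and 229 rose, and of those with no match 2117 fell and 2453 rose. In TCam-2 the 701 genes with the 8mer lay above the 7135 genes with no match, with medians of 0.13 and -0.16 (camera p = 2.12e-04, and p = 0.0595 with an estimated correlation). Against genes of the same 3' UTR length, the difference was -0.16 in NT2/D1 (654 pairs, camera p = 0.0351, and p = 0.228 with an estimated correlation). Of the 35 splits of the NT2/D1 libraries, the real one included, 8 gave a camera p as small, so that chance cannot be excluded. In TCam-2 it turned to -0.05 (616 pairs, camera p = 0.558, and p = 0.652 with an estimated correlation). Among 165 control 8mers with the same bases, 2 gave a difference as low as the seed match in NT2/D1 and 60 did in TCam-2. Published miR-9 targets went both ways, with 18 of 42 lower and 19 higher in NT2/D1 and 17 of 41 lower and 16 higher in TCam-2. The list did not pass in NT2/D1 (median log2 fold change 0.05, camera adjusted p = 0.879, and adjusted p = 0.929 with an estimated correlation). In TCam-2 it did not pass either (median log2 fold change -0.08, camera adjusted p = 0.622, and adjusted p = 0.656 with an estimated correlation). ETS1, a transcription factor, rose in NT2/D1 with 1.67 (SE 0.07, edgeR adjusted p = 5.68e-12), and VIM, the intermediate filament of mesenchymal cells, which overlaps VIM-AS1, rose there with 1.72 and fell in TCam-2 with -2.23 (SE 0.08, edgeR adjusted p = 3.27e-13). The table of predicted targets was available here only in part and no overlap was computed with it.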

Pathway analysis identified regulation of cell cycle and splicing in both EC and SEM, further confirming that the gene expression signatures associated with the expression of MIR9-2-5p are due to functional targeting of transcripts (Additional file 11: Fig. S6). As gene expression analyses revealed the downregulation of genes involved in pluripotency, we next tested whether MIR9-2-5p targets included known genes expressed in ESCs and PGCs, as these cell types most closely resemble EC and SEM, respectively. We therefore examined the degree of overlap between genes expressed in pluripotent human ESC [39] and downregulated genes in EC expressing MIR9-2-5p and its predicted targets. This analysis revealed 211 genes in common to EC, many of which were identified by our pathway analysis (data not shown). 

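LIN28A, an RNA-binding protein of pluripotent cells on chromosome 1 from 26410817 to 26429728, fell in NT2/D1 cells. It had 451 ± 27.5 CPM with MIR9-2-5p and 1924 ± 96.5 CPM with the scrambled control (SD, n = 4), and its longest annotated 3' UTR holds a 7mer match to MIR9-2-5p. The 13 genes that the paper shows for EC in Fig. 6A all fell in NT2/D1, with log2 fold changes from -2.79 to -0.25, which is not independent evidence since the list was chosen on these samples. Among them were the sodium channel gene SCNN1A at -2.28 (SE 0.09, edgeR adjusted p = 3.84e-12) and VRTN at -1.895 (SE 0.08, edgeR adjusted p = 3.60e-12). By exact seed match in the longest annotated 3' UTR, 1 of the 13 held an 8mer match, 4 held a 7mer and 8 held none. Of all tested protein-coding genes with a 3' UTR in NT2/D1, 742 held an 8mer, 2892 a 7mer, 3102 only a 6mer and 7474 none. The paper predicted its targets with several algorithms, a measure unlike an exact seed match. The tally therefore does not count the sites it predicted.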

When the analysis was performed on a subset of 32 pluripotency critical genes, LIN28A was identified as a prominent target. Similarly, analysis of the overlap of genes expressed by SEM, human PGCs and human PGC-like cells [40] revealed 38 genes as direct targets that also included LIN28A and POU5F1B (Fig. 6A and Additional file 12: Fig. S7).

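LIN28A also fell in TCam-2 cells, with 278 ± 15.2 CPM with MIR9-2-5p and 522 ± 25.3 CPM with the scrambled control (SD, n = 4) and a log2 fold change of -0.91 (SE 0.06, edgeR adjusted p = 8.20e-10). This was less than in NT2/D1, by a difference of -1.17 (SE 0.08, edgeR adjusted p = 2.14e-11). POU5F1B, a transcribed POU5F1 retrogene that may share reads with POU5F1, had -0.54 (SE 0.20, edgeR adjusted p = 0.0257). Its call was lost without MIR9-2-5p replicate 2 (adjusted p = 0.0704), 3 (0.0552) or 4 (0.0592) or scrambled replicate 2 (0.0864) or 3 (0.0601). Of the 38 genes of Fig. 6A for SEM 37 fell, and MYBL2 had -0.14 (SE 0.06, edgeR adjusted p = 0.0616). MYBL2 passed under DESeq2 (adjusted p = 0.0352), with RLE factors (0.0429) and without MIR9-2-5p replicate 2 (0.0255) or scrambled replicate 1 (0.0293). STARD8 had -2.34 (SE 0.10, edgeR adjusted p = 3.76e-12) and PLBD1 -1.63 (SE 0.06, edgeR adjusted p = 8.16e-13). The list was drawn from these samples. Of these 38 genes 2 held an 8mer match, 11 a 7mer, 5 a 6mer and 20 none in the longest annotated 3' UTR. Of all tested protein-coding genes with a 3' UTR in TCam-2, 701 held an 8mer, 2701 a 7mer, 2976 only a 6mer and 7135 none. Again the exact matches are not the sites that the paper's algorithms predicted.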

**Fig. 6:**
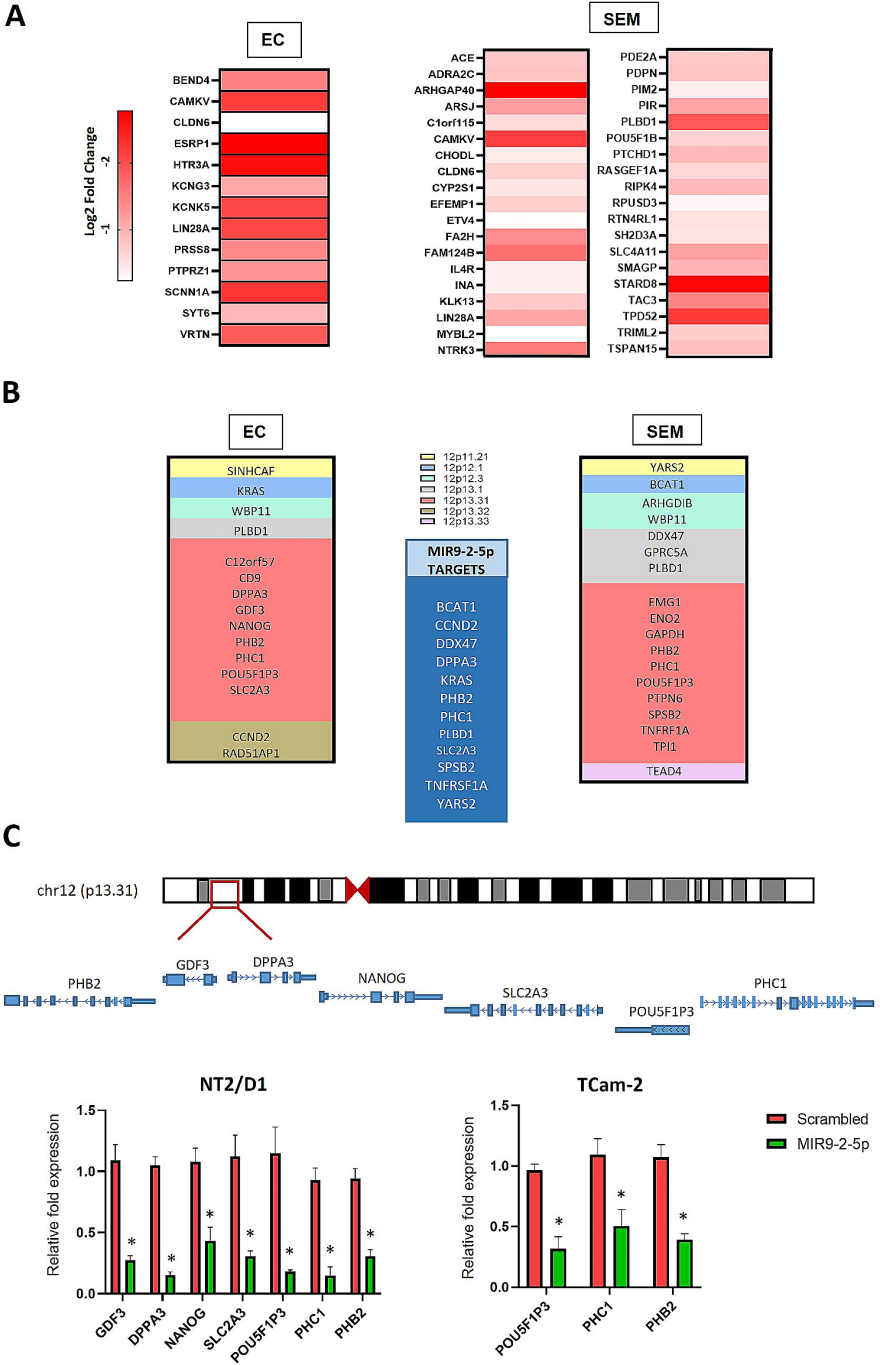
Identification of MIR9-2-5p pluripotency targets. (**A**) Predicted pluripotency targets downregulated in EC or SEM upon MIR9-2-5p expression (edgeR, *FDR < 0.05, compared to scrambled). (**B**) Genes on chromosome 12p expressed in TGCTs and regulated by MIR9-2-5p (direct target genes are highlighted in the blue central box). (**C**) qRT-PCR validation of downregulated genes at the chromosome 12p13.31 locus in EC and SEM cells expressing MIR9-2-5p (*n* = 4; *P < 0.05 compared to the scrambled control, Student’s t-test)

### MIR9-2-5p regulates the expression of genes on chromosome 12p in TGCTs

In line with our hypothesis and our data showing a significant downregulation of pluripotency genes upon expression of MIR9-2-5p, we next examined the expression of genes highly expressed in TGCTs and located on chromosome 12p to investigate a possible coregulatory effect of NANOG and MIR9-2 on the genomic locus. By analysing genes on 12p that were differentially expressed in TCGTs compared to normal testis [11], we found 15 genes downregulated in EC and 18 genes in SEM. Of these, 7 and 8 genes were direct targets of *MIR-9-5p* in the respective tumours (Fig. 6B). 

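All 15 genes that the paper shows as lower in EC fell in NT2/D1 cells, from -3.14 for DPPA3 to -0.17 on the log2 scale, and all 18 shown for SEM fell in TCam-2 cells, from -2.09 to -0.21. Those lists were chosen on these samples. PTPN6, a phosphatase of blood cell signalling, had -1.29 (SE 0.08, edgeR adjusted p = 2.20e-10) in TCam-2, and GAPDH had -0.58 (SE 0.06, edgeR adjusted p = 1.09e-07), with many pseudogenes that may share its reads. Over the whole short arm of chromosome 12, 115 of 305 tested genes fell and 72 rose in NT2/D1 (median log2 fold change -0.14, camera p = 0.114, and p = 0.205 with an estimated correlation). In TCam-2 69 of 263 fell and 106 rose (median 0.15, camera p = 0.125, and p = 0.183 with an estimated correlation).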

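Of the 12 genes that Fig. 6B marks as MIR9-2-5p targets, 7 fell in NT2/D1 and 8 fell in TCam-2. The paper gives the same numbers of direct targets, 7 in EC and 8 in SEM, from these samples, so the tally is not independent evidence. It does not give all 12 as lower in both lines. In TCam-2 DPPA3 and SLC2A3 rose, with 1.504 (SE 0.13, edgeR adjusted p = 1.35e-08) and 0.98, and CCND2 had -0.05 (SE 0.06, edgeR adjusted p = 0.484). In NT2/D1 TNFRSF1A rose with 0.46 (SE 0.09, edgeR adjusted p = 2.90e-04), and DDX47, SPSB2, YARS2 and BCAT1 did not pass, with 0.08, 0.04, 0.05 and -0.197, where all 4 overlap other genes. BCAT1 passed in NT2/D1 with upper-quartile factors (adjusted p = 0.0144), for protein-coding genes alone (0.0328), with a mean count of at least 100 (0.0384), without a filter (0.0473), and without MIR9-2-5p replicate 3 (0.0261) or scrambled replicate 1 (0.0301) or 4 (0.0383). In the longest annotated 3' UTR 4 of the 12 held a 7mer match, 1 held a 6mer and 7 held none. This counts exact seed matches and not the sites that the paper's algorithms predicted.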

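Near NANOG on 12p13.31 several genes fell in NT2/D1 cells and some of the same genes rose in TCam-2 cells. In NT2/D1 DPPA3 on chromosome 12 from 7711433 to 7717559 of GRCh38 had -3.14 (SE 0.23, edgeR adjusted p = 5.54e-09). GDF3 on chromosome 12 from 7689784 to 7695775 had -1.86 (SE 0.07, edgeR adjusted p = 7.45e-13). SLC2A3, a glucose transporter on chromosome 12 from 7919230 to 8019007, had -0.51 (SE 0.05, edgeR adjusted p = 5.39e-07). PHC1 on chromosome 12 from 8913896 to 8941467, which overlaps M6PR, had -1.49 (SE 0.07, edgeR adjusted p = 3.26e-11) in NT2/D1 and -1.51 (SE 0.08, edgeR adjusted p = 2.82e-11) in TCam-2. POU5F1P3, a POU5F1 pseudogene, had -1.66 (SE 0.41, edgeR adjusted p = 0.00213) and -0.79995 (SE 0.29, edgeR adjusted p = 0.0236), the latter not passing without MIR9-2-5p replicate 4 (adjusted p = 0.0671) or scrambled replicate 3 (0.117). PHB2, a mitochondrial prohibitin, had -0.25 (SE 0.07, edgeR adjusted p = 0.00405) and -0.37 (SE 0.06, edgeR adjusted p = 3.72e-05). In TCam-2 NANOG had 894 ± 77.5 CPM with MIR9-2-5p and 556 ± 49.6 CPM with the scrambled control (SD, n = 4), a log2 fold change of 0.69 (SE 0.07, edgeR adjusted p = 2.90e-07), and GDF3 had 0.02 (SE 0.09, edgeR adjusted p = 0.879). Of the 15 and 18 genes of Fig. 6B, 9 and 10 lie in 12p13.31.

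**Figure D2:**
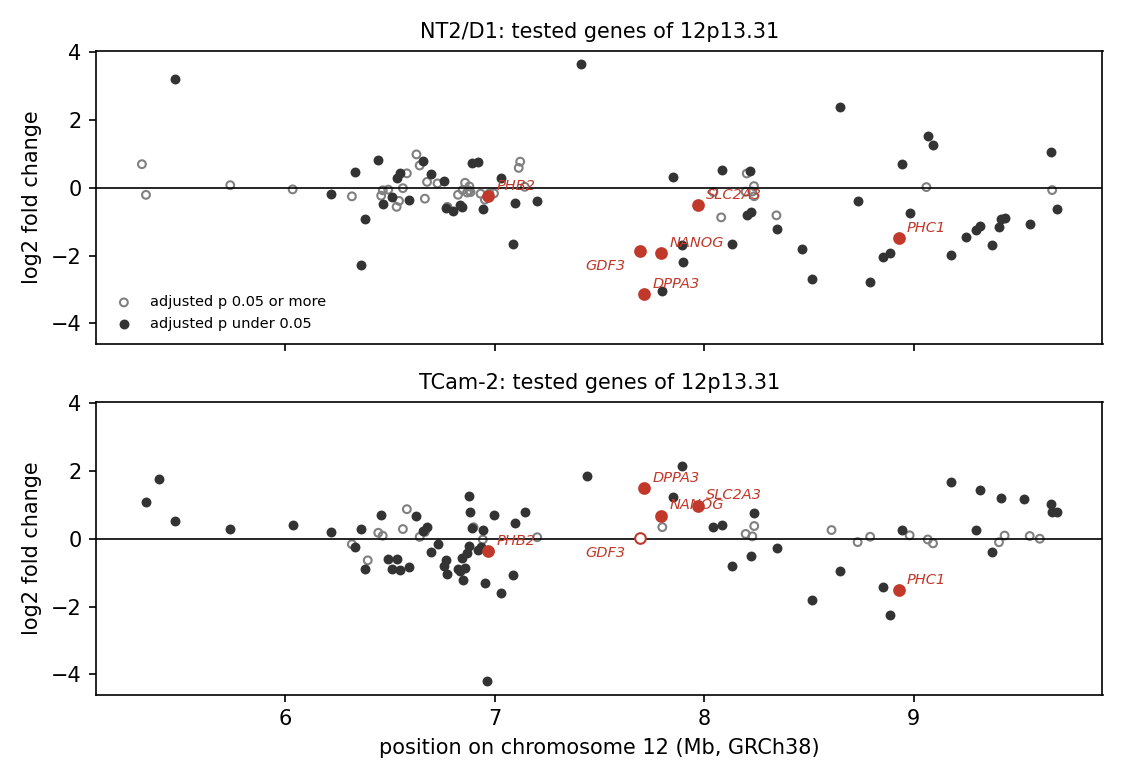
Log2 fold change of each tested gene of 12p13.31 against its position on chromosome 12, in NT2/D1 (upper) and TCam-2 cells (lower), n = 4 replicates per group; filled points have an adjusted p under 0.05 and open points do not, and named genes are red. NANOG lies at -1.94 in NT2/D1 and at 0.69 in TCam-2.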

Most of the genes were mapped to the 12p13.31 locus, with the pluripotency genes NANOG, DDPA3, GDF3, SLC2A3, POU5F1P3, and PHC1 downregulated in NT2/D1, and POU5F1P3, PHC1 and PHB2 downregulated in TCam-2 cells (Fig. 6C). Importantly, these data confirm the role of MIR9-2-5p in the regulation of pluripotency and suggest the presence of a negative feedback regulatory loop on the chromosome 12p gene cluster containing NANOG. 

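Over all of 12p13.31, 44 of 106 tested genes fell and 20 rose in NT2/D1 cells (median log2 fold change -0.22, camera p = 0.00669, and p = 0.0730 with an estimated correlation). Of the 35 splits of the libraries into groups of 4, the real one included, 4 gave a camera p as small, so that chance cannot be excluded. In TCam-2 36 of 98 fell and 36 rose (median 0.08, camera p = 0.954, and p = 0.959 with an estimated correlation), and the difference between the lines was not tested. From the fall of these pluripotency genes with MIR9-2-5p the paper reasons that the microRNA regulates pluripotency, and it proposes a negative feedback loop on the 12p cluster that holds NANOG. It also measured genes of 12p13.31 by RT-qPCR. For the control of MIR9-2 by NANOG it gives a reporter assay and a NANOG knockdown in TCam-2. It also gives NANOG binding upstream of MIR9-2 in human embryonic stem cells, and low MIR9-2 in tumours and cell lines with high NANOG.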

Taken together, these findings point to a critical role for NANOG and MIR9-2-5p in the proliferation and stemness of TGCTs.

## Discussion

Cancer of the testis is generally considered a curable disease, but its clinical management is challenging. The limited availability of predictive/prognostic biomarkers makes treatment of young patients difficult. MiRNAs are considered promising biomarkers for TCGTs because their expression can be specifically detected in tumour tissue and liquid biopsies, with the MIR-371-373 and MIR-302 clusters highly expressed in TGCTs [17, 18] and miR371a-3p currently representing the most promising predictive biomarker [37]. Both the miR302-367 and miR371-373 clusters play critical roles in mouse gonocyte proliferation [41]; therefore, they are considered prominent oncomiRs according to the hypothesis that gonocytes represent the cells of origin of TGCTs [4]. Both clusters are also expressed in human ESCs, and their expression is regulated by pluripotency transcription factors [42]. The expression of pluripotency factors is characteristic of TGCTs, and all invasive TGCTs exhibit a gain of chromosome 12p, with up to 80% of tumours presenting one or more copies of a 12p isochromosome and sequence amplification [6]. One of the key pluripotency genes at this locus is NANOG, which is expressed in PGCs and foetal gonocytes but not in the adult testis [43]. Re-expression of NANOG occurs in GCNIS, SEM and EC, but not in differentiated TGCTs [44], suggesting that reacquisition of pluripotency is a key feature of malignant tumours. In this study, we analysed NANOG-regulated miRNAs to determine their role as prominent epigenetic regulators of pluripotency in testicular cancer. We identified miRNAs whose high expression was associated with different TGCT subtypes suggesting that they may have value in the stratification of patients. Some of these miRNAs were identified in previous TGCT miRNA screens and included MIR182 and MIR183, which were found highly expressed in SEM [18], and MIR520e which was found expressed in non-SEM [45]. Similarly, MIR512 and MIR515 were identified as highly expressed in cisplatin-resistant EC cell lines [46]. Conversely, MIR125b was downregulated in SEM [47]. Our data are consistent with these findings, thus demonstrating the validity of our miRNA discovery pipeline. When the associations of the selected NANOG-regulated miRNAs with clinical parameters were analysed, we found that low expression of MIR9-2 was associated with higher tumour stages and presence of GCNIS, both indicating progression to an invasive tumour phenotype. MIR9-2 is a member of the MIR9 family (MIR9-1, MIR9-2, MIR9-3) that generates the mature MIR9-2-5p and MIR9-2-3p sequences [48]. The role of *MIR9* in cancer is complex, as it can support or suppress tumour development and progression depending on the cancer type and molecular context. For instance, in glioblastoma both MIR9-5p and − 3p act as oncoMIRs and sustain cancer stem cell self-renewal [49]. On the other hand, MIR9 has both tumour suppressive and oncogenic roles in breast cancer as it can repress oestrogen signalling in oestrogen receptor-positive tumours and induce metastasis in ER-negative tumours [50]. In this study, we showed that the expression of MIR9-2 is lower in EC and SEM than in normal testes and that its expression is lower in tumours expressing high levels of NANOG. The expression of MIR9-2 is directly regulated by NANOG binding and we demonstrated that NANOG expression is inversely correlated with MIR9-2 expression in SEM cells. The measurement of this inverse relationship was not possible with EC cells due to loss of cell viability in absence of stable NANOG expression. However, EC cells are considered the malignant counterparts of ESCs [32] and ESCs data have shown that NANOG binds to the proximal promoter of MIR-9 to inhibit MIR-9-mediated differentiation [12]. Therefore, despite the limitation of our study, it is possible that a similar regulation may operate in EC tumours. Although both MIR9-2-5p and MIR9-2-3p were detected at low levels in TGCTs, our data demonstrated that only MIR9-2-5p acts as a tumour suppressor, by suppressing cell proliferation and invasion and increasing sensitivity to cisplatin in both EC and SEM. Increased cell division, migration and resistance to therapy are well defined cancer-stem like features [51]; therefore our data demonstrate that expression of MIR9-2-5p can reduce cancer stemness in TGCTs. This effect was associated with the downregulation of genes involved in cell cycle regulation and DNA replication in both tumour subtypes. Another pathway associated with a reduction in cell proliferation affected in TCam-2 cells expressing MIR9-2-5p was the arachidonic acid metabolism, which is highly active in SEM compared to EC [52]. Arachidonic acid metabolism is linked to the level of inflammation in TGCTs [53], which is associated with advanced pathological stages and immune infiltration. Importantly, inhibition of the pathway by COX and LOX inhibitors as well as by PPAR-ϒ ligands leads to a reduction in TGCT cell proliferation [54], suggesting that MIR9-2-5p has a positive effect on reducing inflammation-related oncogenic pathways in SEM. 

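In TCam-2 cells pluripotency genes went both ways with MIR9-2-5p. Of 51 tested genes 24 fell, 15 rose and 12 did not pass the test (24 fell and 15 rose when adjusted over the list alone), and the list did not pass as a set (median log2 fold change -0.16, camera adjusted p = 0.38, and adjusted p = 0.626 with an estimated correlation). DNMT3B had -1.26 (SE 0.07, edgeR adjusted p = 9.59e-11), MYCN -1.26 (SE 0.08, edgeR adjusted p = 2.12e-10), TERT -0.9002 (SE 0.14, edgeR adjusted p = 1.32e-05), ESRRB -1.28 (SE 0.18, edgeR adjusted p = 5.07e-06) and SOX2 -0.92 (SE 0.29, edgeR adjusted p = 0.009). The SOX2 value rests on few counts. POU5F1 had -0.25 (SE 0.07, edgeR adjusted p = 0.0038). KLF4 and LIN28B rose, with 0.29 (SE 0.07, edgeR adjusted p = 0.00166) and 0.397 (SE 0.08, edgeR adjusted p = 2.34e-04). DPPA4 had 0.17 (SE 0.06, edgeR adjusted p = 0.0235), a call lost without a filter (0.0500) and without MIR9-2-5p replicate 4 (adjusted p = 0.0780) or scrambled replicate 1 (0.0602), 2 (0.0949), 3 (0.0518) or 4 (0.0873). Germ cell and seminoma markers rose in 17 of 35 cases and fell in 12 (median log2 fold change 0.17, camera adjusted p = 0.455, and adjusted p = 0.605 with an estimated correlation), with the receptor KIT at 1.41 (SE 0.08, edgeR adjusted p = 5.57e-11) and TCL1A at -3.49 (SE 0.17, edgeR adjusted p = 2.28e-11).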

The downregulation of pluripotency-associated genes was found in both EC and SEM. The expression of LIN28A was reduced in both tumour subtypes and it was found to be a direct target of MIR9-2-5p in mouse ESCs [55]. The expression of the direct target POU5F1B, a transcribed pseudogene of the core pluripotency transcription factor POU5F1 (OCT4), was also downregulated. The other two direct targets SALL4 and ACVR1C were downregulated in EC cells. 

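SALL4, a zinc finger factor on chromosome 20 from 51782331 to 51802521, and ACVR1C, an activin and Nodal receptor on chromosome 2 from 157526767 to 157628864, both fell in NT2/D1, with -0.82 (SE 0.06, edgeR adjusted p = 1.06e-08) and -1.37 (SE 0.20, edgeR adjusted p = 1.59e-05). In TCam-2 SALL4 had 0.16 (SE 0.07, edgeR adjusted p = 0.0375), which did not pass with RLE factors (adjusted p = 0.0550), without a filter (0.0974), with the replicate number as a block (0.0684), and without MIR9-2-5p replicate 2 (0.0918) or 4 (0.0838) or scrambled replicate 2 (0.131), 3 (0.153) or 4 (0.147). ACVR1C had 0.34 (SE 0.17, edgeR adjusted p = 0.0981) there, and passed without scrambled replicate 1 (adjusted p = 0.0374). The responses of the lines differed by -0.96 (SE 0.08, edgeR adjusted p = 5.54e-10) for SALL4 and -1.69 (SE 0.27, edgeR adjusted p = 1.12e-05) for ACVR1C.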

SALL4 is a transcriptional activator of POU5F1 [56] and therefore could be involved in maintaining the expression of the core pluripotency transcription factors. On the other hand, ACVR1C is a receptor for activin and nodal signalling, the latter being identified as a key pathway involved in the reprogramming and maintenance of pluripotency in EC [57, 58]. Interestingly, other Nodal-related genes including CRIPTO (TDGF1) and LEFTY, were found to be downregulated upon MIR9-2-5p expression in EC. 

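Nodal pathway genes were lower in NT2/D1 cells, among them TDGF1, the Nodal co-receptor, at 46.1 ± 3.69 CPM with MIR9-2-5p and 247 ± 9.04 CPM with the scrambled control (SD, n = 4). Its log2 fold change was -2.42 (SE 0.08, edgeR adjusted p = 1.31e-13), with LRRC2 overlapping it. LEFTY2, a Nodal antagonist, had -1.65 (SE 0.31, edgeR adjusted p = 2.01e-04), and LEFTY1 had 8 counts over the 4 MIR9-2-5p libraries and 50 over the scrambled libraries, too few to be tested. Of 20 Nodal and activin genes 11 fell, 3 rose and 6 did not pass the test (11 fell and 3 rose when adjusted over the list alone), while SMAD3, which carries the signal to the nucleus, rose with 1.28 (SE 0.07, edgeR adjusted p = 1.59e-10). The list passed (median log2 fold change -0.35, camera adjusted p = 0.0336, and adjusted p = 0.197 with an estimated correlation) but not with a mean count of at least 100 (adjusted p = 0.109) or without scrambled replicate 1 (0.0821), 3 (0.0528) or 4 (0.0768). In TCam-2 TDGF1 had -0.05 (SE 0.06, edgeR adjusted p = 0.506), and 9 of 19 genes of the list rose and 2 fell (median log2 fold change 0.22, camera adjusted p = 0.249, and adjusted p = 0.349 with an estimated correlation). The TCam-2 median was -0.003 after a trend on 3' UTR length was removed, a correction chosen after the result was seen. The difference between the lines for the list had camera adjusted p = 0.0242, and adjusted p = 0.0765 with an estimated correlation.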

We also found that the expression of MIR9-2-5p induced a reduction in the expression of PRDM14; this protein is needed to stabilize the pluripotency transcriptional network and its downregulation is necessary for the exit from pluripotency both in ESCs and PGCs [59, 60]. 

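PRDM14, a transcriptional regulator on chromosome 8 from 70051651 to 70071693, fell in NT2/D1 cells, at 27.5 ± 2.65 CPM with MIR9-2-5p and 119 ± 3.87 CPM with the scrambled control (SD, n = 4). Its log2 fold change was -2.11 (SE 0.08, edgeR adjusted p = 1.49e-12) in NT2/D1 and -0.07 (SE 0.09, edgeR adjusted p = 0.48) in TCam-2, and the difference between the lines was -2.03 (SE 0.12, edgeR adjusted p = 2.66e-13).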

During development, MIR-9 is not expressed in PGCs, but its expression increases at later stages (from E12.5) in males, suggesting that MIR-9 is involved in the differentiation of the germline [15]. Interestingly, many of the pluripotency genes downregulated after MIR9-2-5p expression were located on chromosome 12p, which is gained or amplified in TGCTs. 

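On 12p, CCND2, the cyclin D2 gene, fell in NT2/D1 with -0.67 (SE 0.08, edgeR adjusted p = 1.18e-06), and SINHCAF, a subunit of the SIN3 histone deacetylase complex, with -0.66 (SE 0.07, edgeR adjusted p = 3.94e-07). CCND2 overlaps CCND2-AS1 and SINHCAF overlaps FLJ13224, so that their reads may be shared. In TCam-2 SINHCAF rose with 0.64 (SE 0.07, edgeR adjusted p = 2.22e-07), and the difference between the lines was -1.28 (SE 0.10, edgeR adjusted p = 4.96e-11).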

In EC, the genes included NANOG, KRAS, CCND2 and SINHCAF, which have been shown to sustain the proliferation of pluripotent cells and play a role in TGCT pathogenesis [61–63]. Other genes, such as DDPA3, GDF3 and SLC2A3 have been linked to ESCs pluripotency and early embryonic development [64–66]. 

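BCAT1, a branched-chain amino acid transaminase, fell in TCam-2 cells, with 24.1 ± 4.67 CPM with MIR9-2-5p and 48.5 ± 1.43 CPM with the scrambled control (SD, n = 4) and a log2 fold change of -1.01 (SE 0.11, edgeR adjusted p = 1.81e-07). DDX47, an RNA helicase that overlaps APOLD1, had -0.55 (SE 0.20, edgeR adjusted p = 0.0207), a call lost without MIR9-2-5p replicate 4 (adjusted p = 0.0581) or scrambled replicate 1 (0.0631). The responses of the lines differed by 0.83 (SE 0.15, edgeR adjusted p = 5.57e-05) for BCAT1 and 0.65 (SE 0.27, edgeR adjusted p = 0.045) for DDX47.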

The genes BCAT1 and DDX47 were instead downregulated in SEM and demonstrated to be involved in pluripotency through RAS signalling and in the maintenance of the expression of pluripotency factors, respectively [67, 68]. Common genes in both the EC and SEM cohorts were POUF5F1P3, PHB2 and PHC1. PHB2 and PHC1 are involved in the proliferation and differentiation of stem cells, as well as in the maintenance of pluripotency [69]. Interestingly, PHC1 has been demonstrated to interact with NANOG to stabilize chromatin interactions at the NANOG locus [70]. Importantly, our data showed that most of the genes affected were located at locus 12p13.33, which includes NANOG. These findings suggest that a feedback mechanism operated by NANOG and MIR9-2 maintains the balance between stemness and differentiation in TGCTs.

## Conclusions

Our study demonstrates the key role of NANOG in the regulation of TGCT pluripotency mediated by miRNAs. Our data highlight the role of the novel tumour suppressor MIR9-2-5p, which regulates the proliferation, invasion and stemness of both EC and SEM tumours. Importantly, we have evidence that reduced MIR9-2 expression is associated with tumour progression and that the regulation of NANOG and MIR9-2 could be instrumental for developing therapies for the targeted treatment of TGCTs.

### Electronic supplementary material

Below is the link to the electronic supplementary material.

**Additional file 1: Table S1.** List of miRNAs differentially expressed in TCGTs compared to normal testis obtained from the GSE31824 and GSE18155 datasets

**Additional file 2: Table S2.** Primers used in the study

**Additional file 3: Table S3.** MiRNAs expressed in NANOG high, medium and low tumours

**Additional file 4: Table S4.** NANOG-regulated miRNAs in human ESCs

**Additional file 5: Table S5.** Predicted MIR9-2-5p targets

**Additional file 6: Fig. S1.** Maps of the plasmids used for NANOG expression and knockdown experiments

**Additional file 7: Fig. S2.** Associations of MIR183 and MIR887 expression with TGCT clinical parameters. (**A**) Expression of MIR183 and MIR887 in tumours demonstrating the presence or absence of GCNIS (edgeR, FDR>0.05, compared to GCNIS absent). (**B**) Expression of MIR183 and MIR887 in Stage I, Stage II and Stage III tumours (edgeR, FDR>0.05, compared to Stage I)

**Additional file 8: Fig. S3.** Western blotting of NANOG expression. The dotted lines represent the cropped images shown in Fig. 3. (**A**) Expression of NANOG in HEK293 cells transduced with either pSIN-NANOG or empty plasmid. ACTB expression was used as a loading control to normalize expression (*n* = 3) (*P < 0.05, Student’s t-test). (**B**) Expression of NANOG in TCam-2 cells transduced with either NANOG shRNA (shA) or scrambled plasmids. ACTB expression was used as a loading control to normalize expression (*n* = 3) (*P < 0.05 Student’s, t-test). (**C**) Western blotting of NT2/D1 cells transiently transfected with the Nanog shRNA plasmid. Three rounds of transfections (1st, 2nd, 3rd) were performed (every 3 days of culture) (*n* = 2; UT = Untransfected cells). Images of transfected cells (top) and MTT staining show (bottom) show loss of viability over time

**Additional file 9: Fig. S4.** Analysis of differentially expressed genes in EC and SEM expressing MIR9-2-5p. (**A**) Expression levels of MIR9-2-5p and MIR9-2-3p after mimic treatment (*n* = 3; *P < 0.05, One-way ANOVA followed by Tukey's multiple comparisons test compared to the scrambled control). (**B**) Volcano plots of differentially expressed genes in EC and SEM (edgeR, FDR < 0.05). (**C**) Pathways enriched in both EC and SEM (FDR < 0.05)

**Additional file 10: Fig. S5.** Analysis of differentially expressed genes in EC and SEM expressing MIR9-2-5p (FDR < 0.05). (**A**) GSEA enriched pathways in EC. Negative enrichment is indicated by orange bars whereas positive enrichment is indicated by blue bars. (**B**) GSEA enriched pathways in SEM. Negative enrichment is indicated by orange bars whereas positive enrichment is indicated by blue bars

**Additional file 11: Fig. S6.** Pathway analysis of genes downregulated in EC and SEM that are MIR9-2-5p targets (FDR < 0.05). (**A**) EC pathways. (**B**) SEM pathways. (**C**) Pathways common to both EC and SEM.

**Additional file 12: Fig. S7.** Identification of MIR9-2-5p pluripotency targets. (**A**) Overlap of predicted targets with ESCs genes and downregulated genes in EC. Validation of pluripotency targets LIN28A and POU5F1P3 (*P < 0.05, Student’s t-test). (**B**) Overlap of predicted targets with PGCs genes and downregulated genes in SEM. Validation of pluripotency targets LIN28A and POU5F1P3 (*P < 0.05, Student’s t-test)

## Data Availability

RNA sequencing data are available from GEO (accession number GSE232791; https://0-www-ncbi-nlm-nih-gov.brum.beds.ac.uk/geo/query/acc.cgi?acc=GSE232791). Supporting data are contained in the manuscript as Supporting information. Materials are available from the corresponding author upon reasonable request.

## Abbreviations

CH: Choriocarcinoma
EC: Embryonic carcinoma
ESC: Embryonic stem cell
FDR: False discovery rate
GCNIS: Germ cell neoplasia in situ
GEO: Gene Expression Omnibus
miRNA: microRNA
PGC: Primordial germ cell
SEM: Seminoma
TCGA: The Cancer Genome Atlas
TE: Teratocarcinoma
TGCT: Testicular germ cell tumour
YST: Yolk sac tumour

How the deposited data were processed for this re-analysis (not part of the article)

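RNA was measured in NT2/D1 and TCam-2 cells 3 days after transfection with 25 nM of a MIR9-2-5p mimic or a scrambled control, with 4 biological replicates in each of 4 groups, or 16 libraries. The authors deposited 1 table of whole-number counts per gene, made with STAR and featureCounts on GRCh38; the annotation release and strand setting are not given in the sources used here. The methods name fastp and DESeq2, the figure legends name edgeR, and the submitters' processing notes name Trim Galore, cutadapt, FastQC, STAR and featureCounts. The table holds 58735 gene IDs, of which 58207 matched GENCODE release 44, which gave symbols, positions, biotypes and 3' UTRs and may not be the release the authors counted on.

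From the counts, edgeR 4.0.16 in R 4.3.3 was run with TMM library sizes, its filter on low counts (minimum count 10, minimum total 15), robust quasi-likelihood dispersions and Benjamini-Hochberg adjustment, with each cell line fitted alone. A gene was called at an adjusted p under 0.05 with no fold minimum. The difference of response between lines was an interaction term over all 16 libraries. Overlaps between lines used Fisher's exact test. Of 36 gene lists written by hand before the data were examined, the 35 with at least 5 tested genes were tested with camera in limma 3.58.1 on log2 CPM (prior count 2, preset correlation 0.01, two-sided), with the estimated correlation as an alternative. The paper used WebGestalt and GSEA with other gene sets, so a list here does not stand for a signature of the paper. Lists read from the paper's figures and text were chosen by the study on these samples and were only tallied. Some of their genes, such as CCNE1 among the cyclins, are also members of the lists written by hand and stayed in those tests. To that extent those tests are not independent of the paper's choice. Seed matches were the 8mer ACCAAAGA against no 6mer match in the longest annotated 3' UTR; genes with no annotated 3' UTR were left out. Scripts used Python as well.

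The genes named were set by a rule before the data were examined: every gene the paper's text names for these libraries; of each figure list the 4 with the smallest adjusted p in that line and any member that did not pass or went the other way; of each fixed list described the 4 with the smallest adjusted p; and the 6 largest rises and 6 largest falls among protein-coding genes with an adjusted p under 0.05, a mean count of at least 50 and no overlap between groups. Values of the figure genes had been seen in the paper's figures. Which of the fixed lists are described at length was decided after their results were seen, and the results of all lists that were tested are given in the text. Any other gene that is named says so.

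Alternatives set beforehand were DESeq2 1.42.0, RLE and upper-quartile factors, no filter, a mean count of at least 100, all libraries in one fit, the replicate number as a block, a fold minimum of 1.5, protein-coding genes alone, other seed site definitions, and each library left out in turn. On simulated counts with 50 genes changed at each fold, edgeR recovered 12, 41, 47 and 50 at folds of 1.25, 1.5, 2 and 4 for NT2/D1 (17259 genes, 12 false calls of 162) and 19, 43, 48 and 50 for TCam-2 (16551 genes, 6 false of 166). For the interaction it recovered 4, 29, 47 and 50 (19168 genes, 8 false of 138). The changed genes of the simulations were drawn from those with a mean count of at least 50. They were far fewer than the 10431 and 11177 genes called in the real data, so these rates may not carry over to them. No replicates of a group differed by less than the sampling noise of their counts. Every library holds 14167738 counts or more. Counting error weighs on named genes with few counts. Over the MIR9-2-5p and the scrambled libraries of NT2/D1 these include POU5F1P3 (33 and 94 counts), LEFTY2 (56 and 159), POU5F1B (56 and 176) and ESRRB (75 and 181). In TCam-2 they include SOX2 (56 and 106) and POU5F1P3 (90 and 156). The table of predicted targets (Table S5) was held here only in its first 1996 rows and was not used for any test, and the RT-qPCR values of the paper were not used. The results of 1 gene are not reported here, though it is kept in the tests and tallies.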

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

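Tests chosen only after the result was seen are the sum over gene copies, the test of the whole 12p13.31 region, the trend on 3' UTR length, the splits for length-matched 8mer genes and the list tests on the difference between the lines. In 29 of 437 groups of 4 libraries (6.64%) 1 library lay far from the other three by Dixon's ratio of its gap to the range, where chance gives about 1 in 20. In NT2/D1 MIR9-2-5p they were BTG2 (0.896, replicate 1), CCND3 (0.851, replicate 2), ETS1 (0.935, replicate 1), GGT7 (0.846, replicate 2), KLF6 (0.924, replicate 1), MCM4 (0.868, replicate 2) and SMAD3 (0.951, replicate 2). In NT2/D1 scrambled they were BTG2 (0.921, replicate 1), CASP4 (0.846, replicate 3), HNRNPA1 (0.845, replicate 1), LEFTY2 (0.887, replicate 2), TGFB2 (0.903, replicate 3), TRIM55 (0.889, replicate 2) and TRIM63 (0.837, replicate 4). In TCam-2 MIR9-2-5p they were LEFTY1 (0.8999, replicate 2), TERT (0.855, replicate 3), CXCL8 (1, replicate 4), ERCC2 (0.865, replicate 3), FANCC (0.876, replicate 2) and GSTM1 (0.864, replicate 3). In TCam-2 scrambled they were GDF3 (0.909, replicate 1), SALL4 (0.972, replicate 1), SLC2A3 (0.854, replicate 1), APEX2 (0.926, replicate 2), CSF3R (0.876, replicate 1), CXCL8 (1, replicate 3), RAB34 (0.902, replicate 3), RAD23B (0.85, replicate 3) and TLR2 (0.927, replicate 1). For CXCL8 each group holds 1 count in all.

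The log2 fold change with MIR9-2-5p in NT2/D1 minus that in TCam-2 was past the threshold of edgeR's interaction test for 10414 genes. Among genes the paper names for these libraries that were tested in each line alone it was -2.605 for NANOG, -1.59996 for POU5F1 and -1.74 for DPPA4. It was -1.37 for KLF4, -1.17 for LIN28A, -1.597 for LIN28B, -0.76 for DNMT3B, -0.71 for TERT, -1.23 for POU5F1B and -4.63 for DPPA3. It was -1.86 for GDF3, -1.47 for SLC2A3, -0.96 for SALL4, -1.69 for ACVR1C, -2.35 for TDGF1 and -2.03 for PRDM14. It was -0.604 for CCND2, -1.28 for SINHCAF, 0.83 for BCAT1 and 0.65 for DDX47. LEFTY2, not tested in TCam-2 alone, is left out.

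Lists also differed in response between the lines by camera. Unlike the genes above, these lists keep members with too few counts to be tested in a line alone. For HOX genes 29 entered the test of the difference, and 7 were tested in NT2/D1 alone and 27 in TCam-2 alone. Of extraembryonic and trophoblast markers 19 entered it, and 10 were tested in NT2/D1 alone. Of the lists higher in NT2/D1 relative to TCam-2 the camera adjusted p was 0.00927 for cell cycle inhibitors and p53 targets (median difference 0.42, adjusted p = 0.0908 with an estimated correlation). It was 2.83e-04 for cholesterol synthesis (median difference 0.601, adjusted p = 0.0625 with an estimated correlation). It was 0.00601 for cyclins and cell cycle regulators (median difference 0.25, adjusted p = 0.206 with an estimated correlation). It was 1.85e-09 for epithelial-mesenchymal and matrix genes (median difference 1.29, adjusted p = 0.0211 with an estimated correlation). It was 2.49e-05 for extraembryonic and trophoblast markers (median difference 2.09, adjusted p = 0.0247 with an estimated correlation). It was 0.00191 for fibroblast and feeder cell markers (median difference 2.39, adjusted p = 0.0628 with an estimated correlation). It was 1.74e-06 for G2/M phase (median difference 0.63, adjusted p = 0.157 with an estimated correlation). It was 0.00246 for glycolysis (median difference 0.63, adjusted p = 0.206 with an estimated correlation). It was 2.20e-05 for inflammatory response (median difference 1.04, adjusted p = 0.0211 with an estimated correlation). It was 0.0131 for interferon response (median difference 0.58, adjusted p = 0.0348 with an estimated correlation). It was 4.07e-04 for oxidative phosphorylation (median difference 0.39, adjusted p = 0.436 with an estimated correlation). It was 1.74e-06 for proteasome (median difference 0.63, adjusted p = 0.157 with an estimated correlation). It was 0.00332 for spliceosome (median difference 0.22, adjusted p = 0.41 with an estimated correlation). Of those lower the camera adjusted p was 9.58e-04 for embryonal carcinoma-specific contamination check (median difference -1.64, adjusted p = 0.0211 with an estimated correlation). It was 0.0136 for homologous recombination and Fanconi repair (median difference -0.27, adjusted p = 0.206 with an estimated correlation). It was 0.00236 for HOX genes (median difference -0.995, adjusted p = 0.0908 with an estimated correlation). It was 0.0242 for Nodal and activin signalling (median difference -0.46, adjusted p = 0.0765 with an estimated correlation). It was 8.06e-13 for pluripotency core (median difference -1.36, adjusted p = 4.66e-05 with an estimated correlation). It was 2.24e-04 for primordial germ cell and seminoma markers (median difference -0.71, adjusted p = 0.0211 with an estimated correlation). It was 0.00133 for unfolded protein and integrated stress response (median difference -0.55, adjusted p = 0.191 with an estimated correlation).

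Lists of genes that the paper does not discuss for these libraries also passed. In NT2/D1 the camera adjusted p was 3.17e-08 for cell cycle inhibitors and p53 targets (26 of 32 genes higher and 2 lower, adjusted p = 0.0301 with an estimated correlation). It was 5.29e-09 for epithelial-mesenchymal and matrix genes (44 of 57 genes higher and 10 lower, adjusted p = 0.0683 with an estimated correlation). It was 0.00521 for extraembryonic and trophoblast markers (8 of 10 genes higher and 1 lower, adjusted p = 0.165 with an estimated correlation). It was 0.0389 for HOX genes (0 of 7 genes higher and 5 lower, adjusted p = 0.158 with an estimated correlation). It was 0.00489 for interferon response (27 of 43 genes higher and 6 lower, adjusted p = 0.0683 with an estimated correlation). It was 0.0428 for unfolded protein and integrated stress response (6 of 27 genes higher and 17 lower, adjusted p = 0.408 with an estimated correlation). In TCam-2 the camera adjusted p was 0.00701 for epithelial-mesenchymal and matrix genes (12 of 52 genes higher and 28 lower, adjusted p = 0.168 with an estimated correlation). It was 0.00234 for extraembryonic and trophoblast markers (3 of 19 genes higher and 14 lower, adjusted p = 0.153 with an estimated correlation). It was 0.00423 for HOX genes (15 of 27 genes higher and 0 lower, adjusted p = 0.156 with an estimated correlation). It was 0.00673 for unfolded protein and integrated stress response (18 of 27 genes higher and 7 lower, adjusted p = 0.156 with an estimated correlation).

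NANOG, DPPA3 and SLC2A3 were higher in TCam-2 with MIR9-2-5p. Reads shared with near-identical copies are argued against, since the smallest log2 fold change of the 3 after each gene was summed with its copies was 0.78. The choice among TMM, RLE, upper-quartile and DESeq2 scaling is argued against too, since the lowest value over them was 0.67. All of these scale libraries relative to each other, so that they cannot show a change in total RNA per cell. A shift of the whole of 12p13.31 is argued against by its 95 other tested genes, with a median of 0.0611 and quartiles of -0.58 and 0.39. Exchanged labels in TCam-2 stay open: genes with an 8mer match lay above genes with no match by 0.29, as was written beforehand for an exchange, but 165 control 8mers gave a median difference of 0.32, so that the test cannot decide. Other measures of the paper run as the labels say: in TCam-2 with MIR9-2-5p its RT-qPCR shows PHC1, POU5F1P3 and PHB2 as lower, as they are here, and its growth assay shows reduced proliferation. Whether they share their labelling with these libraries is not given in the sources used here. A difference between the cell lines themselves may account for the pattern and was not tested.

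Ribosome, proteasome and oxidative phosphorylation genes were lower in TCam-2 with MIR9-2-5p by camera at the preset correlation. With an estimated correlation none of the 3 lists passed (adjusted p = 0.399, 0.156 and 0.326). The highest of the 3 list medians was -0.33 after a trend on transcript length was removed and -0.48 after a trend on GC content was removed. It was -0.37 under upper-quartile and RLE scaling. These values argue against transcript length, GC content and the choice among these scalings as the whole cause. After a trend on 3' UTR length was removed the medians were -0.22 for ribosome (SE 0.0858), -0.24 for oxidative phosphorylation (SE 0.0838) and -0.44 for proteasome genes (SE 0.114), from -0.41, -0.42 and -0.56, so that part of the pattern may go with 3' UTR length and this stays open. Across genes the Spearman correlation of the log2 fold change with 3' UTR length was 0.304. A response of TCam-2 cells to MIR9-2-5p is a further explanation, which was not tested.

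Other splits of the libraries into groups of the same sizes were also fitted. For genes changed 1 of 35 splits in NT2/D1 (10431 genes, highest other 0) and 1 of 35 in TCam-2 (11177, highest other 1) gave as many, the real one included, and chance can be excluded. For the interaction 2 of 100 drawn splits gave as many, the real one included (10414, highest other 11203). The other split exchanges all TCam-2 labels and so tests the sum of both responses. These splits mix the labels within each line and so remove the responses as well as their difference. They argue only against no response in either line, and cannot decide whether the responses differ. For lists past the threshold at the preset correlation only the real split in TCam-2 gave as many (1 of 35, with 19 lists and highest other 18). This met the bound written beforehand against chance, but 1 of 35 is the smallest share these splits can give and the margin was 1 list. With an estimated correlation 0 lists passed there, so that chance is not firmly excluded. In NT2/D1 chance cannot be excluded for the lists (2 of 35 splits, with 22 lists and highest other 22). For lists on the difference between lines 4 of 100 splits gave as many (20 lists, highest other 22, median of the others 12). Those splits mix labels in the same way and cannot decide it. Chance cannot be excluded for 8mer genes in NT2/D1 (23 of 35; -log10 p 0.867, highest other 5.00) and TCam-2 (10 of 35; 3.67, highest other 5.62), for 8mer genes against length-matched genes in NT2/D1 (8 of 35; 1.45, highest other 1.85) and TCam-2 (9 of 35; 0.253, highest other 0.477), for 12p genes in NT2/D1 (10 of 35; 0.945, highest other 1.55) and TCam-2 (9 of 35; 0.904, highest other 1.13), or for 12p13.31 genes in NT2/D1 (4 of 35; 2.17, highest other 2.48).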

How the results depend on the processing

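The 6mer-only sites and the estimated correlation for 12p13.31 and for matched 3' UTR length were chosen after the results were seen. Counts of changed genes were within 1.5 times of the main count under DESeq2, RLE and upper-quartile factors, no filter, a mean count of at least 100, a single fit and each library left out (9634 to 10586 in NT2/D1, 10525 to 11432 in TCam-2, 9966 to 10482 for the interaction), except against a fold change of 1.5, where they were 3907, 4178 and 5239 because the test asks for a larger change. More genes were lower than higher in NT2/D1 with upper-quartile factors (4618 higher, 5875 lower) and a mean count of at least 100 (3848, 3861), and in TCam-2 with DESeq2 (5431, 5560), RLE factors (5547, 5639) and without scrambled replicate 4 (5303, 5307). With the replicate number as a block they were 9555, 10819 and 9827; same-numbered libraries did not deviate together (correlations of 0.0297, -0.259, 0.0667 and -0.0187 in NT2/D1 and -0.123, 0.00509, 0.00435 and -0.0137 in TCam-2), so that the numbers do not pair the samples, and not every library correlated best with its own number. With an estimated correlation 4 lists passed in NT2/D1 and 0 in TCam-2 by camera. The adjusted p of lists that lost their call by it was 0.0683 for DNA replication and inflammatory response, 0.408 for G2/M, 0.197 for Nodal and 0.267 for S phase and spliceosome in NT2/D1, and in TCam-2 0.153 for arachidonic acid metabolism, cyclins and DNA replication, 0.156 for base excision repair, G2/M, glycolysis, S phase and spliceosome, and 0.326 for oxidative phosphorylation. With a mean count of at least 100 the calls were lost for Nodal in NT2/D1 (adjusted p = 0.109 by camera) and arachidonic acid metabolism in TCam-2 (0.133). Published miR-9 targets in NT2/D1, which had no call, turned in direction under this filter and did not pass (0.797). The cyclin list in NT2/D1 passed with a mean count of at least 100 (0.0377) and for protein-coding genes (0.0251); leaving out a library gave 0.0381 (scrambled replicate 1) to 0.110, and for Nodal 0.0175 to 0.0821 (scrambled replicate 1; 0.0528 without 3 and 0.0768 without 4). The 8mer difference in NT2/D1 was 0.0225 for 7mers and 0.0163 for 6mers only, -0.161 with matched 3' UTR length (where it passed, by camera at the preset correlation, p = 0.0351, and not with an estimated correlation, p = 0.228) and 0.0482 for control 8mers. In TCam-2 it turned to -0.0451 with matched length (camera p = 0.558, and p = 0.652 with an estimated correlation), and stayed 0.29 with p = 0.0595 with an estimated correlation. For 12p13.31 in place of 12p the median in NT2/D1 was -0.22. The causes were not tested. Of named genes, 0 reversed; 1421 of the values in NT2/D1 and 1958 in TCam-2 kept their direction and side of the threshold, 15 and 40 no longer passed, 7 and 6 came to pass, and 5 and 6 moved. Depth limits genes with few counts, such as LEFTY1, CXCL8 and CCR7.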

Differences from the paper's values

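The list test on the difference between the lines was chosen after the result was seen. Of 28 values in NT2/D1 and 23 in TCam-2 that the paper shows, 1 in each differed by more than the error or the precision of reading. For CDC6 in NT2/D1 the log2 fold change was -0.65, and the paper's is about -1.7 in Fig. 5A, read by eye; it differs under all 17 alternatives set before the data were examined. For PTGES in TCam-2 it was -4.01, and the paper's is about -0.3 in Fig. 5B, read by eye; it differs under all 16 alternatives that gave a value.

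The paper states that pluripotency genes fell in both lines, more clearly in EC. In TCam-2 24 of 51 pluripotency genes fell and 15 rose. NANOG (0.69), DPPA3 (1.504) and SLC2A3 (0.98), which the paper names as lower for NT2/D1 only, rose. By contrast POU5F1 (-0.25), LIN28A (-0.91) and, on few counts, SOX2 (-0.92) fell. The paper gives inflammatory and arachidonic acid signatures as lower in SEM alone. Its signatures come from GSEA, whereas the lists here were written by hand and tested with camera, so these are unlike measures. In TCam-2 40 of 87 inflammatory genes fell and 24 rose, and the list did not pass (median log2 fold change -0.22, camera adjusted p = 0.16, and adjusted p = 0.156 with an estimated correlation). On the other hand all 9 tested genes of Fig. 5B for TCam-2 fell, the inflammatory list was not lower in NT2/D1 (median 0.60), and its difference between the lines passed (median log2 fold change 1.04, camera adjusted p = 2.20e-05, and adjusted p = 0.0211 with an estimated correlation). The arachidonic acid list passed in TCam-2 (median log2 fold change -0.49, camera adjusted p = 0.00437, and adjusted p = 0.153 with an estimated correlation) and not in NT2/D1, where 18 of 37 genes fell. The difference between the lines did not pass for it (median log2 fold change 0.54, camera adjusted p = 0.32, and adjusted p = 0.436 with an estimated correlation). The paper gives DNA repair as lower in SEM by pathway analysis, again a measure unlike the lists here. Base excision repair genes fell in 25 of 33 cases, whereas homologous recombination genes fell in 7 of 34 and nucleotide excision repair genes in 4 of 19. Fig. 5A shows DDX5 and Fig. 6A shows MYBL2 as lower in SEM. DDX5 had -0.09 (SE 0.06, edgeR adjusted p = 0.16) and passed without MIR9-2-5p replicate 3 (0.0390), and MYBL2 had -0.14 (SE 0.06, edgeR adjusted p = 0.0616) and passed under DESeq2 (0.0352), with RLE factors (0.0429) and without MIR9-2-5p replicate 2 (0.0255) or scrambled replicate 1 (0.0293). In TCam-2 PLA2G2A, CCR7 and CXCL8, shown as lower in Fig. 5B, were not tested. With no filter PLA2G2A (-3.77) and CCR7 (-4.67) lay within the error of the paper's values, as they did with all 16 libraries in a single fit (-3.78 and -4.76). CCR7 had no counts with MIR9-2-5p in TCam-2, so its fold change has no measured size and only its direction can be compared. CXCL8 had 1 count in each group and a log2 fold change of -6.06e-05 with no filter, and the paper's is about -4.7 in Fig. 5B, read by eye.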

Other observations

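Tests chosen only after the result was seen are that of genes with a miR-302 match against length-matched genes and the slopes of all 7mers. In NT2/D1 cells genes of the matrix and of the mesenchymal state rose with MIR9-2-5p, with a median log2 fold change of 1.04, and in TCam-2 they fell, with -0.32. With an estimated correlation neither call held (adjusted p = 0.0683 and 0.168). Fibroblast and feeder cell markers had medians of the same signs, with 6 of 9 higher in NT2/D1 (median log2 fold change 1.01, camera adjusted p = 0.112, and adjusted p = 0.408 with an estimated correlation). In TCam-2 5 of 6 were lower (median log2 fold change -1.31, camera adjusted p = 0.00849, and adjusted p = 0.156 with an estimated correlation). Cell cycle inhibitors and p53 targets had a median of 1.01 in NT2/D1. MIR9-1HG, a host transcript of another MIR9 gene that was singled out after its values were seen, had 1.87 ± 0.543 CPM with MIR9-2-5p and 9.14 ± 1.38 CPM with the scrambled control in NT2/D1 and 29.5 ± 1.68 and 19.0 ± 1.23 CPM in TCam-2 (SD, n = 4).

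Other lists that passed in NT2/D1, with the camera adjusted p, were apoptosis and BCL2 family (18 of 33 higher, 8 lower; 0.0154, and adjusted p = 0.0698 with an estimated correlation), embryonal carcinoma-specific contamination check (0 of 8 higher, 7 lower; 6.19e-05, and adjusted p = 0.0351 with an estimated correlation), homologous recombination and Fanconi repair (4 of 33 higher, 15 lower; 0.0154, and adjusted p = 0.32 with an estimated correlation), mesoderm and endoderm differentiation (15 of 23 higher, 5 lower; 0.019, and adjusted p = 0.087 with an estimated correlation), MYC-associated ribosome biogenesis (1 of 43 higher, 32 lower; 1.33e-05, and adjusted p = 0.0683 with an estimated correlation), nucleotide excision repair (12 of 19 higher, 1 lower; 0.00842, and adjusted p = 0.0683 with an estimated correlation) and purine synthesis (0 of 20 higher, 12 lower; 0.00521, and adjusted p = 0.222 with an estimated correlation). Those that did not pass were base excision repair (5 of 33 higher, 14 lower; 0.102), cholesterol synthesis (9 of 25 higher, 2 lower; 0.566), cisplatin transport and glutathione (10 of 25 higher, 7 lower; 0.453), fibroblast and feeder cell markers (6 of 9 higher, 3 lower; 0.112), glycolysis (8 of 20 higher, 6 lower; 0.954), miRNA machinery (3 of 13 higher, 7 lower; 0.453), neural differentiation (12 of 28 higher, 9 lower; 0.566), oxidative phosphorylation (11 of 81 higher, 14 lower; 0.916), proteasome (9 of 41 higher, 10 lower; 0.916) and seminoma-specific contamination check (3 of 5 higher, 1 lower; 0.466).

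Other lists that passed in TCam-2, with the camera adjusted p, were cholesterol synthesis (5 of 25 higher, 16 lower; 0.00146, and adjusted p = 0.153 with an estimated correlation), fibroblast and feeder cell markers (0 of 6 higher, 5 lower; 0.00849, and adjusted p = 0.156 with an estimated correlation), MYC-associated ribosome biogenesis (6 of 43 higher, 26 lower; 0.00673, and adjusted p = 0.156 with an estimated correlation) and proteasome (2 of 40 higher, 36 lower; 1.94e-07, and adjusted p = 0.156 with an estimated correlation). Those that did not pass were apoptosis and BCL2 family (14 of 32 higher, 11 lower; 0.622), cell cycle inhibitors and p53 targets (16 of 31 higher, 7 lower; 0.0532), cisplatin transport and glutathione (10 of 25 higher, 7 lower; 0.822), embryonal carcinoma-specific contamination check (2 of 6 higher, 2 lower; 0.822), interferon response (14 of 36 higher, 13 lower; 0.802), mesoderm and endoderm differentiation (9 of 26 higher, 12 lower; 0.455), miRNA machinery (7 of 13 higher, 5 lower; 0.657), neural differentiation (6 of 20 higher, 7 lower; 0.822) and seminoma-specific contamination check (3 of 7 higher, 3 lower; 0.822).

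With upper-quartile factors cholesterol synthesis genes in NT2/D1 were higher in 4 and lower in 6 cases, and published miR-9 targets in 18 and 19. With DESeq2 interferon genes in TCam-2 were higher in 12 and lower in 13. Against a fold change of 1.5 the balance of calls turned in NT2/D1 for cholesterol synthesis (0 higher, 1 lower) and oxidative phosphorylation (1, 0), and in TCam-2 for interferon (5, 8), mesoderm and endoderm (7, 6) and neural differentiation (4, 3).

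In what follows a higher response means a higher log2 fold change in that line, not a larger change. For the difference between the lines, a test chosen after the result was seen, the other lists did not pass. They were, with the camera adjusted p, apoptosis and BCL2 family (17 of 33 with a higher response in NT2/D1, 11 in TCam-2; 0.29), base excision repair (16 of 33, 4; 0.0725), cisplatin transport and glutathione (11 of 26, 7; 0.591), cytosolic ribosome (25 of 79, 12; 0.282), mesoderm and endoderm differentiation (11 of 30, 4; 0.0725), miRNA machinery (3 of 13, 6; 0.383), MYC-associated ribosome biogenesis (12 of 43, 16; 0.39), neural differentiation (9 of 31, 8; 0.943), nucleotide excision repair (9 of 19, 2; 0.167), published miR-9 targets (16 of 44, 16; 0.846), purine synthesis (4 of 20, 4; 0.943) and seminoma-specific contamination check (3 of 7, 1; 0.911).

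A hypothesis is that MIR9-2-5p acts on many genes through seed matches. Among slopes of the log2 fold change on each of 16384 7mers, with 3' UTR length and base composition in the model, the match ACCAAAG ranked 1499 from the lowest in NT2/D1 and 1210 in TCam-2, both outside the lowest 5 percent but by less than the spread of the statistic, so that it may or may not hold. The other match, CCAAAGA, ranked 17 in NT2/D1 and 9703 in TCam-2. For the other strand, MIR9-2-3p, the match AGCTTTA ranked 7014 in NT2/D1. This decides nothing, since the like match of MIR9-2-5p, ACCAAAG, lay outside the lowest 5 percent. Its other match, GCTTTAA, ranked 10008 there, where the like match CCAAAGA ranked 17. For this type of match alone, that argues against a mimic of the other strand in NT2/D1. In TCam-2 AGCTTTA ranked 8858 and GCTTTAA 15440, which decides nothing, since neither match of MIR9-2-5p lay in the lowest 5 percent.

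Matches of the miR-302 family lay at the high end in NT2/D1, where AAGCACT ranked 16384 and GCACTTA 16383 of 16384, and AGCACTT 14808. The same model gave these ranks, with 3' UTR length and base composition already in it. Lower transcription of the miR-302 cluster is a candidate explanation, but its host transcript MIR302CHG held 7 counts with MIR9-2-5p and 23 with the scrambled control over 4 libraries each, a log2 fold change of -1.79 (SE 0.875, edgeR adjusted p = 0.115), too few to decide. Against genes of the same 3' UTR length the 547 genes with the 8mer AGCACTTA differed by 0.0904 (camera p = 0.141, and p = 0.555 with an estimated correlation), and in TCam-2 by 0.16 (p = 0.0688, and p = 0.440 with an estimated correlation), so that 3' UTR length and composition stay open for the 8mer.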
